# Transglutaminase 2 regulates terminal erythroid differentiation via cross-linking activity

**DOI:** 10.3389/fcell.2023.1183176

**Published:** 2023-04-24

**Authors:** Yingying Zhang, Lifang Shi, Ke Yang, Xuehui Liu, Xiang Lv

**Keywords:** TGM2, erythroid differentiation, fetal liver, cross-linking activity, cell cycle

## Abstract

Transglutaminase 2 (TGM2) is a versatile enzyme that modulates cell survival and differentiation. However, its role in terminal erythroid differentiation is poorly understood. In this study, we investigated the function of TGM2 in primary fetal liver erythroid differentiation. We predicted TGM2 as an upstream regulator via ingenuity pathway analysis (IPA), and found that its expression was increased at both RNA and protein level during terminal erythroid differentiation. TGM2 cross-linking activity inhibitors GK921 and Z-DON suppressed erythroid maturation and enucleation, while its GTPase inhibitor LDN27219 had no such effect. Z-DON treatment arrested differentiation at basophilic erythroblast stage, and interfered with cell cycle progression. RT-PCR demonstrated decreased GATA-1 and KLF1, and disarranged cyclin, CDKI and E2F family genes expression after Z-DON treatment. In conclusion, TGM2 regulates terminal erythroid differentiation through its cross-linking enzyme activity.

## 1 Introduction

Mature red blood cells are produced from hematopoietic stem cells (HSCs), which commit to erythroid progenitors followed by terminal erythroid differentiation. It begins with proerythroblasts (Pro), which sequentially divide into basophilic erythroblasts (Baso), polychromatic erythroblasts (Poly) and orthochromatic erythroblasts (Ortho) that enucleate to generate reticulocytes following cell cycle exit. Finally, reticulocytes mature into erythrocytes by removing intracellular organelles and reorganizing cellular membrane. During terminal erythroid differentiation, erythroblasts undergo several notable changes, including a decrease in size, nuclear and chromatin condensation, and hemoglobinization, which are precisely regulated at multiple levels (Hattangadi et al., 2011; Wong et al., 2011). Erythroid-specific transcriptional factors such as GATA1 (Gutiérrez et al., 2020), KLF1/EKLF (Caria et al., 2022), TAL1 (Hoang et al., 2016), and NFE2 (Gasiorek et al., 2015) are involved in this process. Although multiple regulators and signaling pathways have been revealed to participate terminal erythroid differentiation (Mei et al., 2021; Yijie Liu et al., 2021), and the stepwise changes in chromatin accessibility (Schulz et al., 2019) as well as in transcriptomics (An et al., 2014; Ludwig et al., 2019)/ proteomics (Gautier et al., 2016; 2020) have been elucidated, the mechanisms that drive successful maturation and enucleation remain largely undefined.

Transglutaminase 2 (TGM2) is the most ubiquitously expressed member of the transglutaminase family proteins. It is composed of an NH2-terminal *β*-sandwich domain, a catalytic core domain and two COOH-terminal *β*-barrels, and is localized both intracellularly and extracellularly (Lorand et al., 2003). TGM2 modulates biological events such as cell survival, differentiation and tumor formation, via multiple enzymatic activities including cross-linking, guanosine 5′-triphosphate (GTP) hydrolysis, scaffolding, protein disulfide isomerization, serotonylation (Farrelly et al., 2019) and protein kinase activity (Greenberg et al., 1991; Nakaoka et al., 1994; Eckert et al., 2014). Notably, Ca^2+^-dependent protein cross-linking activity is one of the main functions of TGM2 and can be negatively regulated by GTP (Lee et al., 2017). TGM2 is a promising drug target considering its important roles in cancer. A variety of inhibitors specific to distinct TGM2 activities have been developed. For example, GK921 (Ku et al., 2014) and Z-DON(Schaertl et al., 2010) inhibit TGM2 cross-linking enzyme activity. LDN27219 (Case et al., 2007) suppresses GTPase activity. ZED-1227 (Schuppan et al., 2021) inhibits TGM2 expression and activation under inflammatory conditions.

TGM2 knockout mice exhibit mild anemia with reduced RBC counts and hematocrit, indicating that TGM2 may be involved in erythropoiesis (Bernassola et al., 2002). Several *in vitro* studies using human chronic myelogenous leukemia K562 cells have shown that TGM2 mediates erythroid differentiation by translocation to cell membrane. TGM2 is recruited to cell membrane by Glycosphingolipid GD3 in response to erythroid inducer hemin and all trans-retinoic acid (tRA), and its overexpression promotes hemoglobin accumulation (Kang et al., 2004). The α1-adrenergic receptor (α1-AR)/TGM2 signaling pathway-directed GD3 production is a crucial step in erythroid differentiation of K562 cells (Ha et al., 2017). However, the function and mechanism of TGM2 in terminal differentiation of primary erythroid progenitors remain to be demonstrated.

In this study, we identified that TGM2 is a potential upstream regulator of terminal erythroid differentiation by analyzing the transcriptome data of both human and mouse erythroblasts. Using fetal liver derived *in vitro* terminal erythroid differentiation system and three different types of TGM2 inhibitors, we demonstrated that inhibition to the cross-linking enzyme activity of TGM2 specifically arrested terminal erythroid differentiation at the Baso stage. Cell cycle and transcriptional analysis implied impaired cell cycle progression upon the inhibition.

## 2 Materials and methods

### 2.1 Reagents and antibodies

Three inhibitors were used in this study. LDN27291 was purchased from TOCRIS. GK921 was from MedChemExpress and Z-DON was from Zedira. The inhibitors were added respectively to *in vitro* cultured mouse fetal liver derived erythroid cells at the beginning (D0) and day 2 of differentiation (D2).

The following antibodies were from BD Bioscience: CD16/CD32 (mouse BD Fc Block), FITC Rat Anti-mouse Ter119, PE Rat Anti-mouse CD44, APC-Cy7 Rat Anti-mouse GR1, APC-Cy7 Rat Anti-mouse CD45, APC-Cy7 Rat Anti-mouse CD11b and APC Rat Anti-mouse CD71. Rabbit Anti-mouse TGM2 and PE Anti-mouse TGM2 were from Abcam and Novusbio respectively. FITC Annexin V Apoptosis Detection Kit were from Biolegend.

### 2.2 Mice

The mouse experiments were approved by the Animal Ethics Committee of the Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences & Peking Union Medical College (No. ACU​C-A01-2021-032). Male C57BL/6 mice aged 8 weeks maintained under specific pathogen-free conditions were used in this study.

### 2.3 Fluorescence-activated cell sorting of bone marrow erythroblasts at distinct stages

Bone marrow cells were isolated from 8-week C57/BL6 male mice and filtered with 70-μm Nylon membrane to obtain single-cell suspensions in modified phosphate buffered saline (PBS/2 mM EDTA/0.5% BSA). CD45-cells were purified with anti-CD45 MicroBeads (Miltenyi Biotec) through LS Columns (Miltenyi Biotec) according to the manufacturer’s instructions. The CD45-cells were incubated with CD16/CD32 for 15 min on ice. Samples were subsequently stained with Ter119-FITC (0.5 μg/106 cells), CD44-APC (0.2 μg/106 cells), CD45-APC-Cy7 (0.1 μg/106 cells), CD11b-APC-Cy7 (0.1 μg/106 cells), and GR1-APC-Cy7 (0.1 μg/106 cells) on ice for 20 to 30 min in the dark. Finally, cells were stained with the viability marker 7-AAD (0.25 μg/106 cells) on ice for 10 min in the dark. Cells were sorted using BD FACS Aria SORP flow cytometry. CD44hiTer119^low^ population are proerythroblasts, and plot of CD44 versus FSC of the Ter119 positive cells revealed 5 naturally occurring cell cluster, which were gated as basophilic erythroblasts, polychromatic erythroblasts, orthochromatic erythroblasts, reticulocytes, and mature red cells, respectively (Jing Liu et al., 2013).

### 2.4 RNA sequencing and data analysis

About 10^5^-10^6^ cells were collected and centrifuged at 500 g at 4°C for 10 min. The supernatant was discarded and cells were lysed by Geek Cell lysates A&B. cDNA libraries were prepared using KAPA Hyper Prep Kits (Roche, KK8504) based on Illumina platform, sequenced by PE150 based on Illumina NovaSeq platform. The transcriptome data (GSE229589) of terminal erythroid differentiation of mouse bone marrow were produced by our laboratory. Transcriptome data of human fetal liver or peripheral blood CD34^+^ cells derived erythroblasts were from published work (GSE102182) (Huang et al., 2017). Quality of data was controlled by FastQC, adaptor sequence and low-quality sequence were removed by Cutadapt and Trimmatic respectively, data were then compared to Mouse mm10 genome by Hisat2. Comparison results were gathered and counted by Samtools and FeatureCounts before matrix of gene expression was constructed. Differentially expressed genes were analyzed by DESeq2. The upstream regulatory factors of differentially expressed genes were predicted using ingenuity pathway analysis (IPA). Z-score >2 or < −2 is considered significant.

### 2.5 *In vitro* terminal erythroid differentiation of mouse fetal liver Ter119^-^ cells

Fetal livers were isolated from embryos at day 14.5 from wild-type C57/BL6 pregnant mice. Ter119^-^ cells were purified with anti-Ter119 MicroBeads (Miltenyi Biotec) through LD Columns (Miltenyi Biotec) according to the manufacturer’s instructions. Ter119^-^ cells were cultured in FL proliferation medium (Iscove’s modified Dulbecco’s medium (IMDM) containing 1% 3K, 25% FBS, 1% BSA, 2 mM L-glutamine, 10 μg/mL recombinant human insulin, 2 mM L-glutamine, and 10^–4^ M *β*-mercaptoethanol, 10^–6^ M Dexamethasone, 20 ng/mL IL-3, 0.4% Cholesterol, 40 ng/mL IGF-1, 200 μg/mL holotransferrin, 10 U/mL Epo and 100 ng/mL SCF) for 3 days. Subsequently the medium was replaced with FL differentiation medium (IMDM containing 1% 3K, 5% FBS, 3 U/mL Epo, 100 ng/mL SCF, 500 μg/mL holo-transferrin, 0.00127% 1-Thioglycerol, 10% Serum Replacement and 10% PFHM-II) to induce terminal erythroid differentiation for 4 days.

### 2.6 Western blotting analysis

Pellets of *in vitro* erythroid differentiated mouse fetal liver Ter119^-^ cells were collected and lysed in RIPA buffer with PMSF and cocktail. Following incubation on ice with occasional rotation, the lysate was centrifuged at 12,000 rpm at 4°C for 15 min, and the protein concentration in the supernatant was quantified using a Pierce BCA protein assay kit (Tanon). Approximately 10–30 μg of total extract proteins were loaded into each lane of a 12% SDS-PAGE gel. The PVDF membranes were incubated overnight with the primary antibodies and then probed with the corresponding secondary antibodies for 1–2 h at room temperature. The protein bands were visualized using an ECL chemiluminescence kit.

### 2.7 RNA isolation and RT-qPCR

Total RNA was extracted from mouse fetal liver derived erythroid cells treated with different concentrations of inhibitors using TRIzol Reagent. First strand cDNA was synthesized using 1 μg of RNA as a template, M-MLV reverse transcriptase, and random primers. Real-time RT-PCR amplifications were performed using an iQTM5 Real-Time PCR Detection System (Bio-Rad), with SYBR Green PCR Mix, and the forward/reverse primer pairs were shown in Supplementary Table S1. The qPCR amplification conditions included 95 °C for 10 min, followed by 39 cycles of amplification at 95°C for 10 s, 60°C for 30 s, 72°C for 30 s, and 72°C for 5 min as the final elongation step. Gene expression was quantified by normalizing the data against the GAPDH control values using the delta Ct method.

### 2.8 Flow cytometry analysis

One million cells were incubated with 0.8 μL anti-mouse Ter119-FITC and 0.6 μL anti-mouse CD71-APC antibodies for 30 min at 4°C, followed by incubation of Hoechst33342 (Beyotime) or Reddot1 (Biotium) for 10 min at 4°C to assess the efficiency of erythroid differentiation and enucleation by flow cytometry on LSR-Fortessa (Zhang et al., 2003; Han et al., 2022).

### 2.9 TGM2 cross-linking enzyme activity assay

TGM2 cross-linking enzyme activity was detected using TGM2 enzyme activity detection kit (Novus) according to the manufacturer’s instruction.

### 2.10 Cell cycle analysis

Cell cycle analysis was conducted using cell cycle detection kit (KeyGEN BioTECH). Briefly, one million cells were fixed with cold ethanol overnight, followed by incubation with PI/RNase A for 30 min at room temperature to be detected on a BD Accuri C6 and analyzed by ModFit LT.

### 2.11 May-Grunwald Giemsa staining and analysis

Cells were collected and spun onto glass slides using cytospin, and stained by May-Grunwald (Sigma) solution for 5 min, and immediately transferred to 10% Giemsa solution (freshly prepared) for 10 min, finally rinsed gently with deionized water twice, dried, sealed with gum. The slides were examined and photographs were taken under an optical microscope. The pictures were analyzed by Image-Pro, and the cells at different differentiation stages were distinguished according to the cell size.

### 2.12 Statistical analysis

Data are expressed as the mean ± standard deviation. Statistical analysis was performed using unpaired Student’s t-test for comparison between two groups. Multiple-group comparisons were analyzed by one-way ANOVA in Prism 9. *p* values of less than 0.05 were considered statistically significant.

## 3 Results

### 3.1 TGM2 is a potential upstream regulator of terminal erythroid differentiation

We isolated mouse bone marrow cells and sorted erythroblasts of different maturation stages using flow cytometry (Jing Liu et al., 2013). 

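RNA was sequenced from erythroblasts sorted from the bone marrow of 8-week-old male mice. Pro cells were sorted by high CD44 and low Ter119 staining, and Baso, Poly and Ortho cells by CD44 staining and cell size. Each of the 4 stages had 3 libraries, numbered 1 to 3, and all 12 libraries were analysed. The paper's methods describe lysis with Geek reagents and KAPA Hyper Prep libraries, whereas the sample labels describe Trizol extraction and NEBNext Ultra libraries. The authors removed adaptors and low-quality sequence, aligned the reads to the mouse mm10 genome with Hisat2 and counted them with FeatureCounts. The values used here are the FPKM, fragments scaled by transcript length and by the mapped fragments of the library, that the authors calculated for each gene in each library. The low FPKM values showed no steps of whole fragments, so the sequencing depth behind each value is unknown. The FPKM of a library summed to between 505624 and 691033, with a median of 523389 in Pro, 581668 in Baso, 591899 in Poly and 663258 in Ortho. These sums are not depths. Between 11964 and 12297 genes per library had an FPKM of at least 1. A gene was tested when its FPKM was at least 1 in at least 3 libraries, which left 12994 of the 29838 genes. Stages were compared with limma on log2(FPKM + 1), with all 12 libraries in one model. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and fold changes on this scale understate the change of genes with low FPKM. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The authors used DESeq2, which needs counts and was not used here. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the limma p-values rest on a spread shared across genes and stages.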

May-Grunwald Giemsa (MGG) staining showed the representative images of Pro, Baso, Poly and Ortho cells, respectively (Supplementary Figure S1). 

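The libraries were compared across genes by the Pearson correlation of log2(FPKM + 1). It was 0.973 to 0.984 within stages and 0.846 to 0.976 between stages, so that some libraries of different stages were as alike as replicates. Between Pro and Ortho libraries it was 0.846 to 0.889. Genes are not independent replicates, so these correlations only describe the libraries. No pair of libraries held identical values. The first principal component explained 59.8% of the variance and placed every Baso library between the Pro and the Poly libraries and every Poly library between the Baso and the Ortho libraries. The second component explained 14.5%. Hemoglobin genes accounted for 8.45% ± 1.95 (SD, n = 3) of the summed FPKM in Pro, 35.1% ± 1.79 in Baso, 36.6% ± 1.56 in Poly and 49.6% ± 2.74 in Ortho. The difference between Baso and Poly was within the spread between replicates, and the other steps exceeded it. Hbb-bs, a β-globin gene on chromosome 7 of mm10 from 103826534 to 103828096, had an FPKM of 9969.95 ± 2748 in Pro and 86859.9 ± 9588 in Ortho (SD, n = 3). Its log2 fold change was 2.38 (standard error 0.20) in Baso and 3.15 (standard error 0.20) in Ortho compared with Pro. The adjusted p from limma was 3.74e-06 and 8.36e-08, respectively. Without the filter on FPKM the fold changes were the same but not past the threshold. Hbb-bs has a near-identical neighbour, Hbb-bt, and the counting of fragments shared by the pair makes the value of each uncertain. Tfrc, which encodes CD71 and lies on chromosome 16 from 32608920 to 32632794, had an FPKM of 333 ± 46.5 in Pro, 519 ± 38.2 in Baso, 402 ± 14.5 in Poly and 336 ± 13.2 in Ortho (SD, n = 3). It was higher in Baso than in Pro by a log2 fold change of 0.65 (limma, adjusted p = 0.000215). In Ortho it did not differ from Pro (log2 fold change 0.02, limma adjusted p = 0.853), and the sign of that value changed with the scaling of the libraries, from -0.35 with each library rescaled to the same sum to 0.51 with hemoglobin genes left out, each past the threshold.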

Transcriptomic analysis of these four stages of cells was performed. To predict upstream regulators of terminal erythroid differentiation, differentially expressed genes (DEGs) from “Baso vs. Pro”, “Poly vs. Pro”, “Ortho vs. Pro” were subjected to ingenuity pathway analysis (IPA) respectively (Figure 1A). 

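With limma, 1347 of the 12994 genes tested were called differentially expressed in Baso compared with Pro, 237 of them higher and 1110 lower in Baso. There were 2130 calls in Poly (467 higher and 1663 lower) and 3915 in Ortho (823 higher and 3092 lower). The paper's text gives no threshold for its differentially expressed genes. With an adjusted p under 0.05 as the only criterion, the counts were 7405, 8586 and 9857, the largest change that any alternative made to them. The median log2 fold change of all genes tested was -0.23 in Baso, -0.20 in Poly and -0.42 in Ortho, so that most genes lay below 0. The share of calls that were higher was 17.6% in Baso, 21.9% in Poly and 21.02% in Ortho. It depended on the scaling of the libraries. With hemoglobin genes left out and each library rescaled, the median of all genes in Ortho moved to -0.03 and the shares were 54.4%, 65.8% and 64.1%. They were 57.5%, 56.9% and 61.6% with each library centred on its median, and 9.24%, 11.8% and 7.05% with each library rescaled to the same sum over all genes, which placed the median of all genes in Ortho at -0.78. In Poly the share was 35.3% when the adjusted p was the only criterion.

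Altogether, 1061 genes were called in all 3 comparisons with the same sign, 127 higher and 934 lower than Pro, and 1 gene was called in all 3 with mixed signs. Of the Baso calls 1144, and of the Poly calls 1839, were also called in Ortho with the same sign, and 1991 genes were called only in Ortho. The comparisons share the Pro libraries, which by itself makes their fold changes alike. To measure this, as many genes as there were calls were taken from each comparison by the smallest p. Of these, 1109 were shared by all 3 comparisons with the same sign in the data, against a median of 346 and a highest of 385 in 100 simulations with unchanged stages. Baso and Ortho fold changes had the same sign for a median of 66.6% of genes in the simulations and for 84.2% of genes in the data. The simulations held no shift of all genes, whereas most genes in the data were lower than in Pro. The excess over the simulations therefore does not separate shared stage changes from that shift, which depends on the scaling. The largest increase in Ortho among genes with separated libraries was that of Xpo7, on chromosome 14 from 70654246 to 70766628. Its FPKM was 21.99 ± 6.9 in Pro and 948 ± 11.7 in Ortho (SD, n = 3), a log2 fold change of 5.41 (standard error 0.18, limma adjusted p = 1.8e-09). Tmcc2, Slfn14, Fam46c and Tcp11l2 followed, with log2 fold changes of 4.94, 4.77, 4.21 and 4.06. The largest decrease was that of Sec14l2, on chromosome 11 from 4097039 to 4123415, from 84.6 ± 14.6 in Pro to 1.36 ± 0.195 in Ortho (log2 fold change -5.17, standard error 0.15, limma adjusted p = 1.16e-09). Pklr, Aldh1a7, C1qtnf12 and Stard10 followed, with log2 fold changes of -4.65, -4.48, -4.32 and -4.29. All of these exceeded the shift in the median of all genes.

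By the same rule, the largest increases in Poly were those of the immunoglobulin V genes Igkv6-32 (log2 fold change 3.50), Igkv8-30 (3.13), Ighv8-12 (2.94) and Ighv2-2 (2.93), followed by Gm45837 (2.80). The limma adjusted p of the V genes was 0.00495, 0.00394, 0.00403 and 0.00425 in this order. V genes form families of similar sequence, so the value of each is uncertain, and the replicates differed widely (Ighv8-12, 15.3 ± 16.6 FPKM in Poly; SD, n = 3). With a pseudocount of 5 the V genes in Poly were at 1.80, 1.69, 1.58 and 1.40, in the order above. With 0.1 they were at 5.59, 5.33, 4.11 and 5.33. Hbb-bs, whose FPKM lies far above these pseudocounts, was at 2.50 in Poly, so the rank of the V genes depends on the pseudocount. In Baso the largest increases were those of Gm45837 (3.32), Igkv6-32 (3.16), Slfn14 (2.55), Fam214b (2.54) and Apol11b (2.47). Igkv6-32 in Baso was 2.06 without Baso replicate 1. The largest decreases were those of Gm8225 (-4.20), Pklr (-4.18), Sh2d4a (-3.86), Aldh1a7 (-3.82) and C1qtnf12 (-3.71) in Poly, and of Hpn (-3.26), Gm8225 (-2.84), Pklr (-2.72), Sh2d4a (-2.71) and Snora61 (-2.65) in Baso. Gm8225 in Baso was no longer past the threshold without Baso replicate 2 (-1.64), without Pro replicate 1 (-2.65), without Pro replicate 3 (-2.87), with a pseudocount of 0.1, without the filter or with hemoglobin genes left out.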

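The Tgm2 transcript was measured in the same libraries. Tgm2 (ENSMUSG00000037820) is a protein-coding gene with 13 exons on the minus strand of chromosome 2 of mm10, from 158116402 to 158146436. Its FPKM was 27.7 ± 0.473 in Pro, 25.2 ± 2.18 in Baso, 15.3 ± 0.81 in Poly and 3.25 ± 0.522 in Ortho (SD, n = 3). In Pro 75.9% of the genes tested had a lower mean FPKM, and in Ortho 28.8%. The stages differed in an exact permutation test over all 15400 divisions of the libraries into 4 groups of 3 (p = 0.00013, Benjamini-Hochberg adjusted p = 0.000823 over 38 genes). Compared with Pro, the log2 fold change was -0.13 in Baso (standard error 0.10, limma adjusted p = 0.262), -0.82 in Poly (limma adjusted p = 2.37e-05) and -2.76 in Ortho (limma adjusted p = 2.69e-09). The value in Baso was within the spread between replicates and changed sign with the scaling, to 0.17 with hemoglobin genes left out and to 0.16 with each library centred on its median, neither past the threshold. With each library rescaled to the same sum it was -0.31 and past the adjusted p threshold. The value in Ortho stayed between -3.23 and -1.99 under every alternative that kept all libraries.

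**Figure D1:**
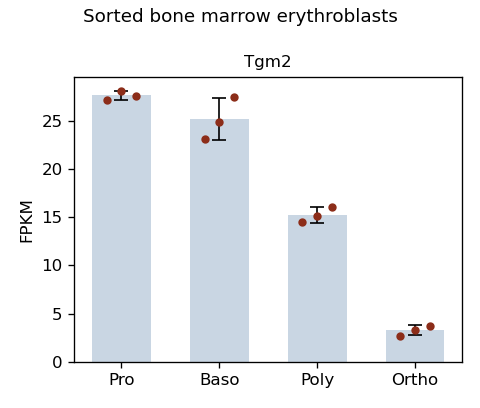
Tgm2 FPKM (vertical axis) in sorted bone marrow erythroblasts of each stage (horizontal axis). Bars show the mean of 3 libraries, error bars the SD and points single libraries. The Ortho libraries, between 2.69 and 3.73, all lie below the Poly libraries, between 14.5 and 16.1.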

IPA core analysis revealed that TGM2 was activated in all the three pairwise comparisons, and the Z-score increased along with the differentiation process (Figure 1B). Notably, TGM2 ranked first in the upstream regulators predicted from the “Ortho vs. Pro” group (Figure 1C, Supplementary Table S2). Additionally, using transcriptome data of *in vitro* erythroid differentiated human CD34^+^ cells, either from fetal liver or from peripheral blood (GSE102182), TGM2 was predicted as an upstream regulator for both “fetal_d14 vs. fetal_d11”, and “adult_d14 vs. adult_d11” groups (Figures 1A, B).

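The transcripts of the predicted regulators themselves were compared between Ortho and Pro. Of the 20 regulators in Supplementary Table S2, 1 is a microRNA, and 15 of the others passed the filter on FPKM. The remaining 4 (IFNG, TLR3, CD40LG and IL5) were not analysed here. At an adjusted p under 0.05 from limma, 8 transcripts were higher in Ortho, 4 were lower and 3 did not differ. The count under 0.05 was 12 both over all genes tested and adjusted over the list alone, and the study chose this list on these samples, so that the latter is not independent evidence. Spib increased from 16.2 ± 4.69 to 40.3 ± 1.06 FPKM (SD, n = 3), a log2 fold change of 1.30 (limma, adjusted p = 7.54e-06). Ifnar1 increased from 12.5 ± 0.162 to 27.2 ± 1.41 (log2 fold change 1.06, limma adjusted p = 5.9e-08). Spi1 rose from 44.1 ± 2.82 to 85.9 ± 2.54 (log2 fold change 0.95, limma adjusted p = 3.57e-07). Tlr9, Uchl1, Tlr7 and Foxo1 were higher by log2 fold changes of 0.63 to 0.90. Marker transcripts of neutrophils and B cells also rose in these libraries (median log2 fold changes of 0.97 and 1.03). RNA of other cells was therefore not excluded as a source of the increases among the regulators. Hdac2 decreased from 51.1 ± 11.4 to 18.5 ± 2.23 (log2 fold change -1.40, limma adjusted p = 2.36e-06), and the Tgm2 transcript had the lowest fold change of the 15. Irf3 and Smarca4 were lower by log2 fold changes of -0.73 and -0.25. Smarca4 changed sign to 0.24 and past the threshold with hemoglobin genes left out, and to 0.15 and not past it with median centring. Irf3 kept its sign under those scalings and was no longer past the threshold. Tlr7 was no longer past it with each library rescaled to the same sum, without the filter on FPKM or without Ortho replicate 2 (log2 fold change 0.42). Tnf, Ticam1 and Myd88 did not differ (log2 fold changes of 0.42, -0.02 and 0.04). With hemoglobin genes left out Tnf (0.92), Ticam1 (0.43) and Myd88 (0.52) were past the threshold, and with each library rescaled to the same sum Ticam1 (-0.35) and Myd88 (-0.32) were past it in the other direction. The z-scores were not recomputed, because the network of targets that IPA uses was not used here. The paper submitted the differentially expressed genes of the 3 comparisons to IPA and applied its threshold to the z-scores. From the IPA results of the mouse stages and of human erythroblasts, together with elevated TGM2 expression in terminal erythroid differentiation, the paper proposes TGM2 as an upstream regulator. The human data and the expression data from other cells were not analysed here.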

**FIGURE 1:**
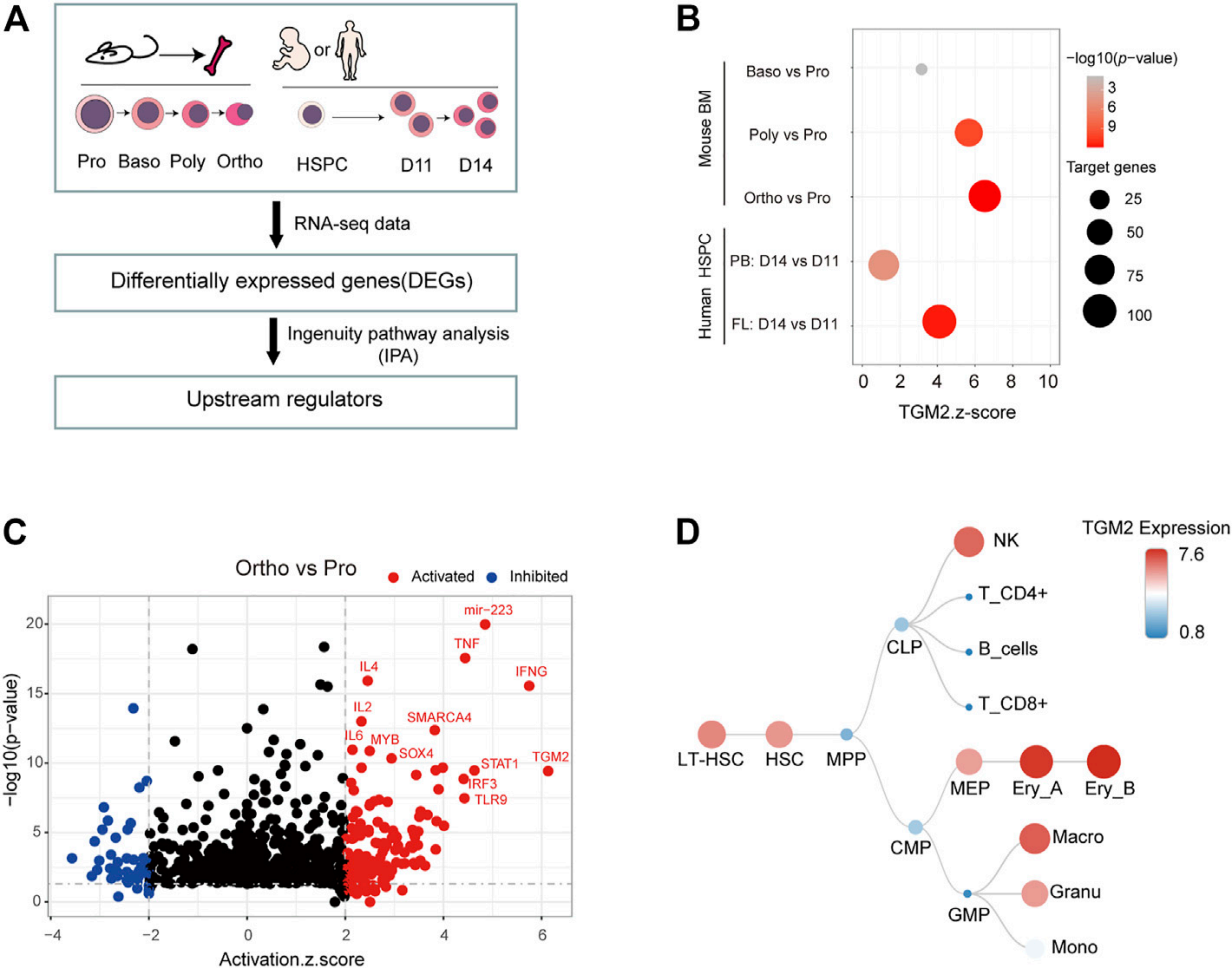
TGM2 is activated and highly expressed in terminal erythroid differentiation. **(A)** Flow chart for predicting upstream regulators of terminal erythroid differentiation by IPA analysis. Human Data were from GSE102182; Mouse data were from DOI:10.12213/11.A001L.202105.366.V1.0. **(B)** Dot plot showing the Z-score and *p*-value of TGM2 as the upstream regulator from IPA analysis of terminal erythroid differentiation. **(C)** Upstream regulators predicted by IPA analysis using ‘Ortho vs. Pro’ differential genes. **(D)** TGM2 is highly expressed in erythroblasts among the hematopoietic hierarchy according to data from normal mouse hematopoietic cells (GSE60101).

TGM2 was shown highly expressed in erythroblasts according to dataset GSE60101 from mouse normal hematopoietic cells (Figure 1D). Using *in vitro* fetal liver erythroid differentiation system (Figures 2A–C), we showed that mRNA expression of TGM2 in fetal liver derived Ter119^+^ cells was significantly higher than that in Ter119^-^ cells (Figure 2D). In addition, protein expression of TGM2 increased significantly at day 2 after erythroid differentiation, and maintained in a high level thereafter (Figure 2E). Considering the results of IPA analysis and that TGM2 expression was elevated atterminal erythroid differentiation, it is suggested that TGM2 might be an important upstream regulator in terminal erythroid differentiation.

**FIGURE 2:**
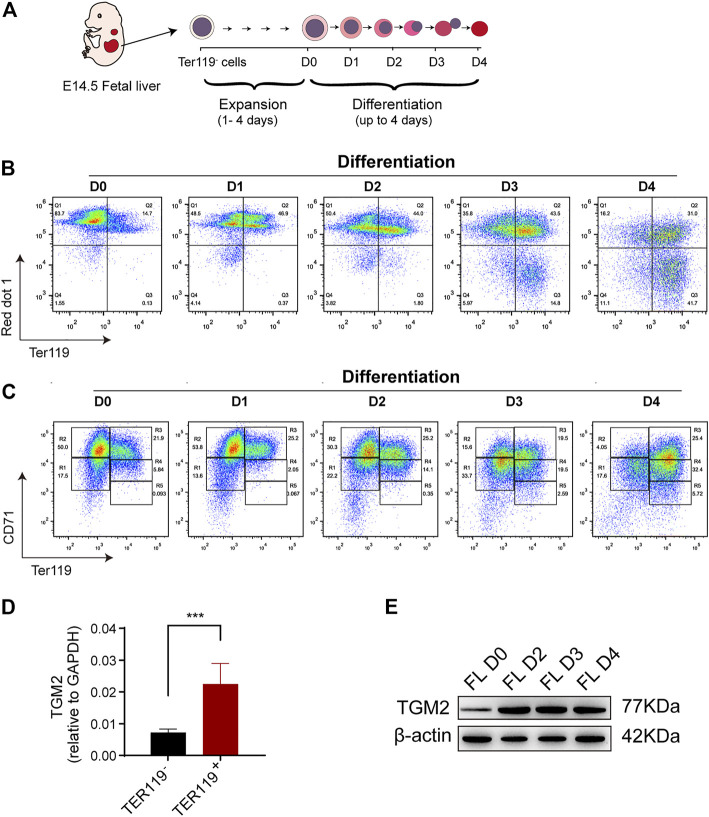
TGM2 expression is elevated in mouse fetal liver erythroid differentiation system. **(A)** Schematics indicated the process of Ter119^-^ cells isolation, *in vitro* expansion and erythroid differentiation from mouse fetal liver. **(B, C)** Flow cytometry analysis of *in vitro* fetal liver erythroid differentiation. **(B)** Enucleation efficiency were evaluated using TER119/red dot1 staining patterns. **(C)** Cells were sorted into 5 separate populations corresponding to progressive stages of definitive erythroid development using CD71/TER119 staining patterns (regions R1-R5). There are mainly primitive progenitor cells (including mature BFU-Es and CFU-Es) in R1, Pro and early Baso in R2, early and late Baso in R3, Poly and early Ortho in R4, and late Ortho and reticulocytes in R5. **(D)** RT-PCR showing significantly higher TGM2 expression in TER119^+^ cells than that in TER119^-^ cells isolated from E14.5 fetal liver (n = 3). Data indicate means with bar as SD. ^∗∗∗^, *p* < 0.001, *t*-test. **(E)** Western blotting showing increased TGM2 protein after terminal erythroid differentiation of *in vitro* cultured fetal liver cells. (FL, fetal liver; D0,2,3,4 means Differentiation for 0,2,3,4 days, respectively).

### 3.2 Inhibition of TGM2 cross-linking activity impairs terminal erythroid differentiation and enucleation

TGM2 mainly functions via its GTPase and cross-linking enzyme activity. To explore the role of TGM2 in erythroid differentiation, three inhibitors were used, as indicated in Supplementary Figure S2. Specifically, LDN27219 is a reversible slow-binding TGM2 inhibitor that binds to the GTP site of the enzyme and inhibits its GTPase activity (Case et al., 2007). GK921 is a reversible TGM2 cross-linking inhibitor (Ku et al., 2014), and Z-DON is an irreversible TGM2 cross-linking inhibitor (Schaertl et al., 2010). The inhibitors were added twice at the beginning (D0) and day 2 (D2) of differentiation, erythroid differentiation and enucleation efficiency was detected at Day 4 (D4).

LDN27219-treated group showed no significant change in TER119^+^ cell proportion and enucleation ratio compared to control group at all three concentrations tested (Figure3A-C), suggesting that the GTPase activity of TGM2 is dispensable for erythroid differentiation. In contrast, inhibitors targeting TGM2 cross-linking activity suppressed both erythroid differentiation and enucleation of mouse fetal liver cells. Specifically, for the GK921-treated group, while proportion of TER119^+^ cells did not change significantly, enucleation ratio markedly decreased in the high drug concentration group (0.4 μM and 0.5 μM) (Figures 3D-F). Of note, Z-DON, the irreversible TGM2 cross-linking inhibitor, dose-dependently suppressed both terminal erythroid differentiation and enucleation of the cells (Figures 3G-I). These data together implied that the crosslinking activity of TGM2 is important for terminal erythroid differentiation and enucleation.

**FIGURE 3:**
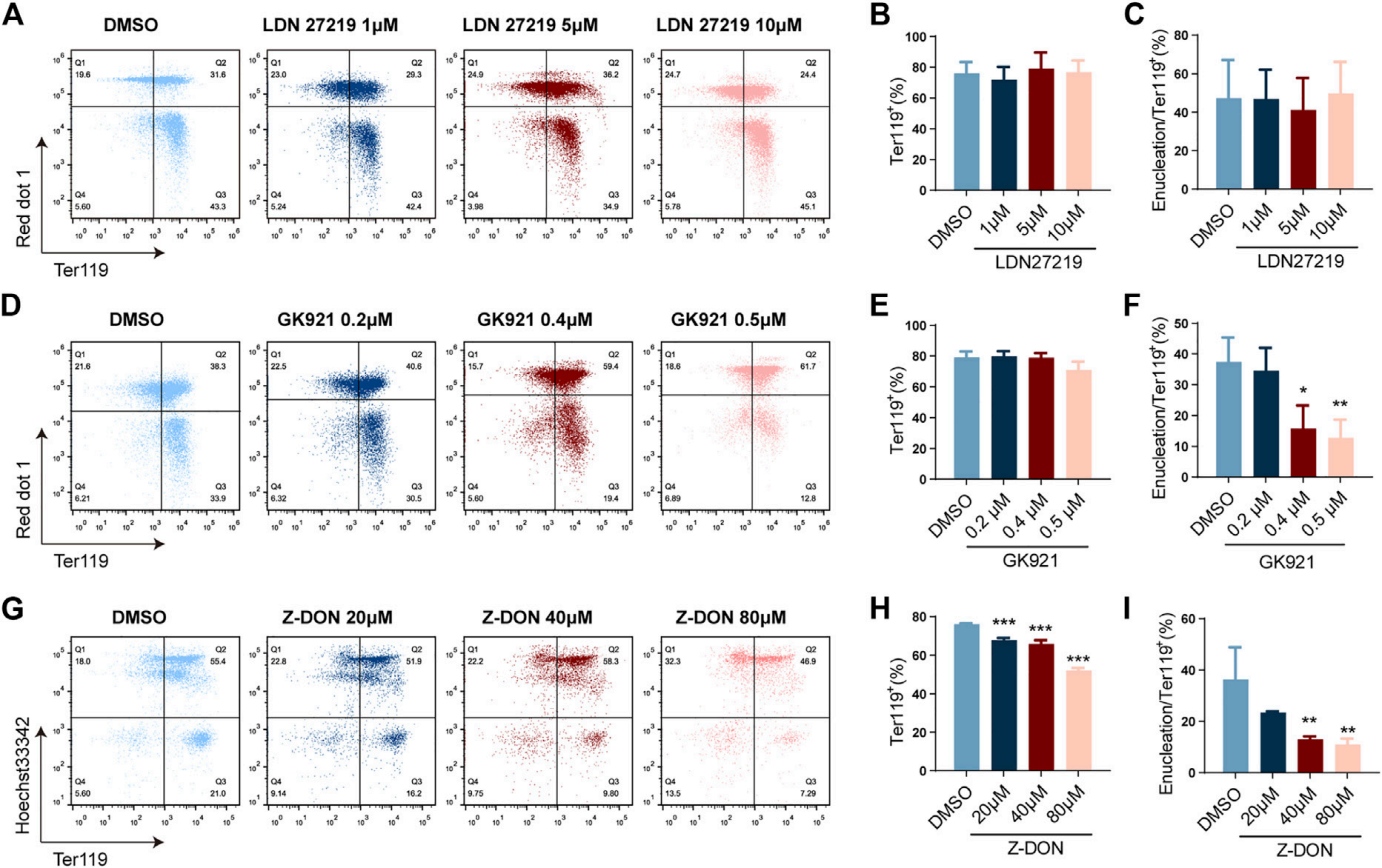
Inhibition of TGM2 cross-linking activity suppresses terminal erythroid differentiation and enucleation. **(A, D, G)** Flow cytometry analysis showing the effects of TGM2 inhibitors LDN27219**(A)**, GK921**(D)** and Z-DON**(G)** on terminal erythroid differentiation and enucleation of *in vitro* differentiated mouse fetal liver cells. **(B, C, E, F, G, I)** Quantification of Ter119^+^ cells and enucleation ratio in LDN27219 **(B, C)**, GK921 **(E, F)** and Z-DON **(G, I)** treatment groups (n = 3 each). Data indicate means with bar as SD. ^∗^, *p* < 0.05, ^∗∗^, *p* < 0.01, ^∗∗∗^, *p* < 0.001, One-way ANOVA.

### 3.3 Inhibition of TGM2 cross-linking activity arrests terminal erythroid differentiation at the Baso stage

To evaluate the effect of Z-DON on terminal erythroid differentiation in more details, cells were double stained for TER119 and CD71 protein expression, which divided the whole population into five consecutive differentiation stages of R1 to R5. Among them R1 mainly represents progenitor cells including BFU-Es and CFU-Es, R2 represents Pro and early Baso, R3 for early and late Baso, R4 for Poly and early Ortho, and R5 for late Ortho and reticulocytes (Zhang et al., 2003). We found that the ratio of R3 was significantly increased, and that of R4 and R5 were decreased in the 80 μM Z-DON-treated group, suggesting arrested terminal erythroid differentiation at the Baso stage (Figure4A, B). Increases in R1 and R2 were also observed, implying that Z-DON also affected earlier erythroid differentiation. MGG staining further supported that the proportion of early-stage erythroblasts increased significantly in the 80 μM Z-DON-treated group (Figures 4C, D and Supplementary Figure S3A). Cell apoptosis was examined and assay was performed and we found that cell apoptosis was showed not increased after Z-DON treatment (Supplementary Figure S3B).

**FIGURE 4:**
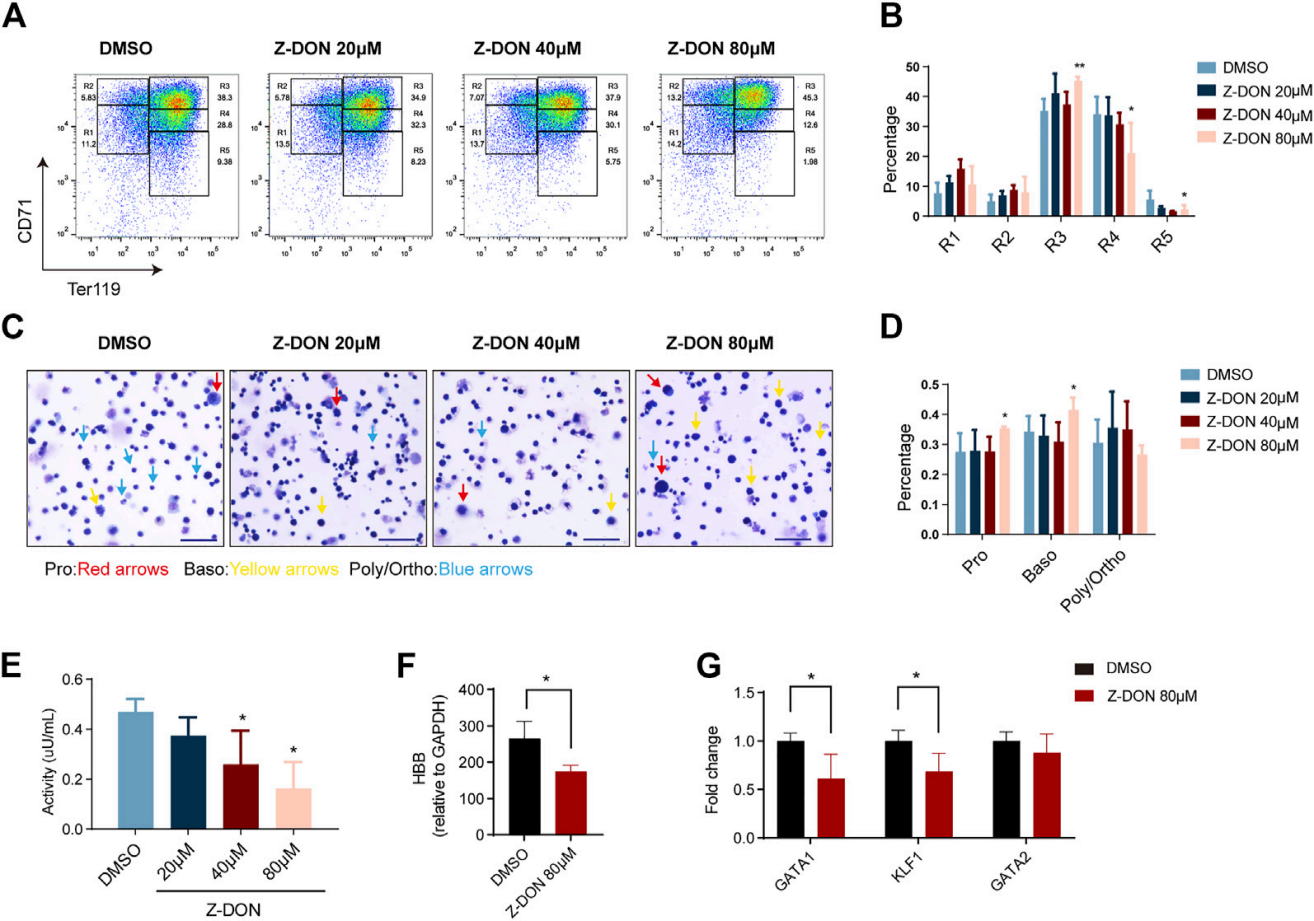
Inhibition of TGM2 cross-linking activity arrests terminal erythroid differentiation at the Baso stage. **(A, B)** Flow cytometry analysis and quantification of compartments R1-R5 via using CD71/TER119 staining patterns from in the DMSO and Z-DON group (n = 7). Data indicate means with bar as SD. ^∗^, *p* < 0.05, ^∗∗^, *p* < 0.01, One-way ANOVA. **(C)** May-Grunwald Giemsa (MGG) staining of cells differentiated for 4 days in the DMSO and Z-DON group. Photos were taken with a ×20 objective of Zeiss brightfield microscope. Scale bar, 50 µm. Pro, Baso, Poly/Ortho cells are indicated with red, yellow and blue arrows, respectively. **(D)** Quantification of Pro, Baso, Poly/Ortho in the DMSO and Z-DON group. Photos from 4-7 views with 150 cells per field of view were quantified. Data indicate means with bar as SD. ^∗^, *p* < 0.05, One-way ANOVA. Cell diameter range is as follows: Pro, 11–13μm; Baso, 9–11μm; Poly-Ortho, 7–9 μm. **(E)** TGM2 cross-linking enzyme activity was detected before and after Z-DON treatment. Data indicate means with bar as SD. ^∗^, *p* < 0.05, One-way ANOVA. **(F–G)** RT-PCR showing the expression of HBB **(F)** and key transcriptional factors **(G)** in the 80 μM Z-DON and control groups. Data indicate means with bar as SD. ^∗^, *p* < 0.05, *t*-test.

Total cell protein extract from Z-DON-treated cells showed a dose-dependent decline in cross-linking enzyme activity as expected. The highest dose of 80 μM Z-DON treatment led to a ∼60% of inhibition (Figure 4E). We further examined expression changes of erythroid genes and transcriptional regulators upon the inhibition. 80 μM Z-DON treatment suppressed mRNA expression of *β*-globin gene by 30%–40% (Figure 4F). 

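In the sorted bone marrow erythroblasts, Gata1 (ENSMUSG00000031162, chromosome X of mm10 from 7959260 to 7978071) had an FPKM of 131 ± 10.5 in Pro, 128 ± 9.95 in Baso, 100.1 ± 2.65 in Poly and 30.9 ± 2.76 in Ortho (SD, n = 3). Pro and Baso did not differ (log2 fold change -0.03, limma adjusted p = 0.816), and the sign of that value changed when Pro replicate 1 or Baso replicate 1 was left out (0.04 each). It was 0.29 with hemoglobin genes left out and 0.27 with median centring, each past the threshold. Compared with Baso, the log2 fold change was -0.35 in Poly (standard error 0.09, limma adjusted p = 0.0282) and -2.02 in Ortho (standard error 0.09, limma adjusted p = 1.63e-08). The Poly value was past the threshold in 7 of the 12 fits that each left out a library, and not without the filter on FPKM. It was past the threshold with the replicate number as a block in a model of Baso, Poly and Ortho (limma, adjusted p = 0.00597). That model was chosen after the data were seen. Klf1 (ENSMUSG00000054191, chromosome 8 from 84901928 to 84905291) had an FPKM of 320 ± 23.5, 340 ± 13.1, 292 ± 15.7 and 69.3 ± 7.42 in Pro, Baso, Poly and Ortho. Its mean was highest in Baso, but neither the difference from Pro (log2 fold change 0.09, limma adjusted p = 0.415) nor that from Poly (log2 fold change of Poly -0.22, limma adjusted p = 0.13) was past the threshold. With the replicate number as a block in a model of Baso, Poly and Ortho, chosen after the data were seen, the difference from Poly was past the threshold (limma, adjusted p = 0.048). The difference from Pro was -0.09 with each library rescaled to the same sum, and 0.40 and past the threshold with hemoglobin genes left out. Klf1 in Ortho was lower than in Baso (log2 fold change -2.28, limma adjusted p = 7.77e-09). Supplementary Table S3 lists Klf11, a different gene on chromosome 12 from 24651274 to 24662789. Its FPKM was 20.7 ± 1.8, 19.4 ± 3.62, 19.8 ± 6.35 and 7.52 ± 2.55. Klf11 in Baso differed from neither Pro (log2 fold change -0.10, limma adjusted p = 0.73) nor Poly (log2 fold change of Poly 0.00, limma adjusted p = 0.993), with signs that depended on the scaling. It was lower in Ortho than in Baso (log2 fold change -1.29, limma adjusted p = 0.000773).

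**Figure D2:**
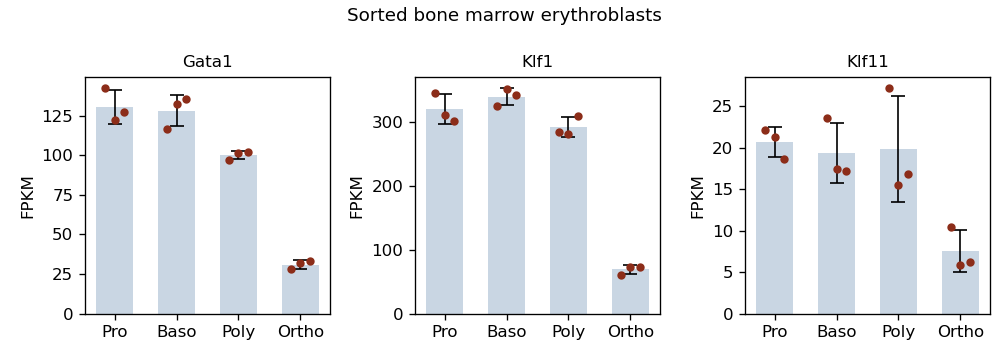
FPKM (vertical axes) of Gata1, Klf1 and Klf11 in sorted bone marrow erythroblasts of each stage (horizontal axes). Bars show the mean of 3 libraries, error bars the SD and points single libraries, and the Ortho mean is the lowest for each gene (30.9, 69.3 and 7.52).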

The key erythroid transcriptional factors GATA1 and EKLF/KLF1, which are highly expressed at Baso stage (Supplementary Table S3), were significantly downregulated. Whereas the expression of hematopoietic stem/progenitor cell regulator GATA2 was roughly unchanged (Figure 4G).

### 3.4 Inhibition of TGM2 cross-linking activity leads to dysregulated cell cycle progression in terminally differentiated erythroid cells

Flow cytometry analysis showed that the percentage of G0/G1 phase cells decreased (50.1% ± 2.7% vs 66% ± 4.2%), and the percentage of cells in S phase increased (41.9% ± 2.7% vs 25% ± 3.3%) in the 80 μM Z-DON-treated group (Figures 5A, B). Particularly, we noticed a slight increase in DNA content of G0/G1-, late S- and G2/M-phase cells in the Z-DON group. This together suggested dysregulated cell cycle progression. 

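The bone marrow stages of Supplementary Table S3, not Z-DON-treated cells, gave the following values for cell cycle genes. Ccne1 (chromosome 7 of mm10, 38097984 to 38107534) fell from 131 ± 6.29 FPKM in Pro to 66.6 ± 9.04 in Baso, 56.6 ± 4.32 in Poly and 15.4 ± 0.89 in Ortho (SD, n = 3). Its log2 fold change was -0.98 in Baso compared with Pro (standard error 0.10, limma adjusted p = 1.25e-05) and -2.03 in Ortho compared with Baso (limma adjusted p = 3.61e-08). The change from Baso to Poly was not past the threshold (log2 fold change -0.22, limma adjusted p = 0.165), except without Baso replicate 1 (-0.34). Ccnd2 (chromosome 6, 127125162 to 127152193) had an FPKM of 5.52 ± 0.684, 6.57 ± 1.86, 7.17 ± 0.469 and 8.53 ± 0.47 in Pro, Baso, Poly and Ortho. Compared with Pro, it was higher in Ortho by a log2 fold change of 0.55 (limma, adjusted p = 0.00571). Its log2 fold changes of 0.19 in Baso compared with Pro, 0.14 in Poly compared with Baso and 0.36 in Ortho compared with Baso were not past the threshold (limma, adjusted p = 0.293, 0.59 and 0.0719). Without Baso replicate 2, which had the highest Ccnd2 of its stage, the value in Ortho compared with Baso was 0.55 and past the threshold. It was also past it with hemoglobin genes left out (0.56) and with median centring (0.46), as was the value in Baso compared with Pro (0.50 and 0.49). Cdkn1a (chromosome 17, 29090976 to 29100727) had an FPKM of 6.18 ± 1.1, 8.35 ± 3.03, 9.63 ± 4.02 and 11.1 ± 3.98. Without regard to the replicate numbers, the stages did not differ in the exact permutation test (p = 0.347, adjusted p = 0.376). The numbers pair Baso, Poly and Ortho, and Cdkn1a rose from Baso to Ortho in all 3 pairs, by 0.37, 0.42 and 0.33 on the log2 scale. With the number as a block in a model of these 3 stages, chosen after the data were seen, Cdkn1a was higher in Ortho than in Baso (log2 fold change 0.37, limma adjusted p = 0.00764), which it was not without the block (limma, adjusted p = 0.369). The block also placed Ccnd2 in Ortho past the threshold (limma, adjusted p = 0.0375). Gadd45a (chromosome 6, 67035096 to 67037457) had an FPKM of 74.8 ± 7.41, 115 ± 12.6, 101 ± 18.9 and 255 ± 18.1. It was higher in Baso than in Pro (log2 fold change 0.62, limma adjusted p = 0.00186) and higher in Ortho than in Baso (log2 fold change 1.14, limma adjusted p = 2.98e-05), and did not differ between Baso and Poly (log2 fold change of Poly -0.20, limma adjusted p = 0.346).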

Transcriptional analysis of genes involved in G1 to S progression revealed that Cdkn1a [inhibitor of G1/S phase transition (Taniguchi et al., 1999)] and Gadd45a [genotoxic stress response, cell cycle arrest, and cell differentiation (Wingert et al., 2016)] expression decreased, while Ccne1 [regulator of CDK2, G1/S phase transition gene (Geng et al., 2003; Berthet et al., 2006; Sen et al., 2021)] and Ccnd2 [cell cycle regulator (Halsey et al., 2012)] upregulated in the 80 μM Z-DON-treated group, consistent to the changes in cell cycle proportion and the arrest of cells at Baso stage (Figure4C, Supplementary Table S3). E2F proteins are major transcriptional regulators required to coordinate cell cycle progression (Kinross et al., 2006). 

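In sorted bone marrow erythroblasts, E2f4 (ENSMUSG00000014859) lies on chromosome 8 of mm10 from 105297663 to 105305370, and its FPKM was 246 ± 10.8 in Pro and 234 ± 12.3 in Baso (SD, n = 3). The difference was within the spread between replicates (log2 fold change -0.07, standard error 0.08, limma adjusted p = 0.461). Its sign changed to 0.25 with hemoglobin genes left out and to 0.23 with median centring, each past the threshold, and with each library rescaled to the same sum it was -0.25 and past the threshold. E2f8 (ENSMUSG00000046179) lies on chromosome 7 from 48866429 to 48881596, and its FPKM was 96.2 ± 12.1 in Pro and 115 ± 12.3 in Baso. E2f8 was higher in Baso by a log2 fold change of 0.26 (standard error 0.10, limma adjusted p = 0.0446). This difference was close to the threshold, and was no longer past it in 10 of the 12 fits that each left out a library, without the filter on FPKM, without the variance trend, with only the 2 stages in the model, or with each library rescaled to the same sum (0.08). It was larger, and past the threshold, with hemoglobin genes left out (0.57) and with median centring (0.55).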

The repressive E2F4 and E2F8 facilitate the G0/G1 cell cycle exit via transcriptional repression of genes that promote S-phase progression (Li et al., 2008; Miller et al., 2010), and are highly expressed in Baso stage erythroblasts (Supplementary Table S3). We showed here that the expression of E2F4 and E2F8 genes was also decreased after Z-DON treatment (Figure 5C).

**FIGURE 5:**
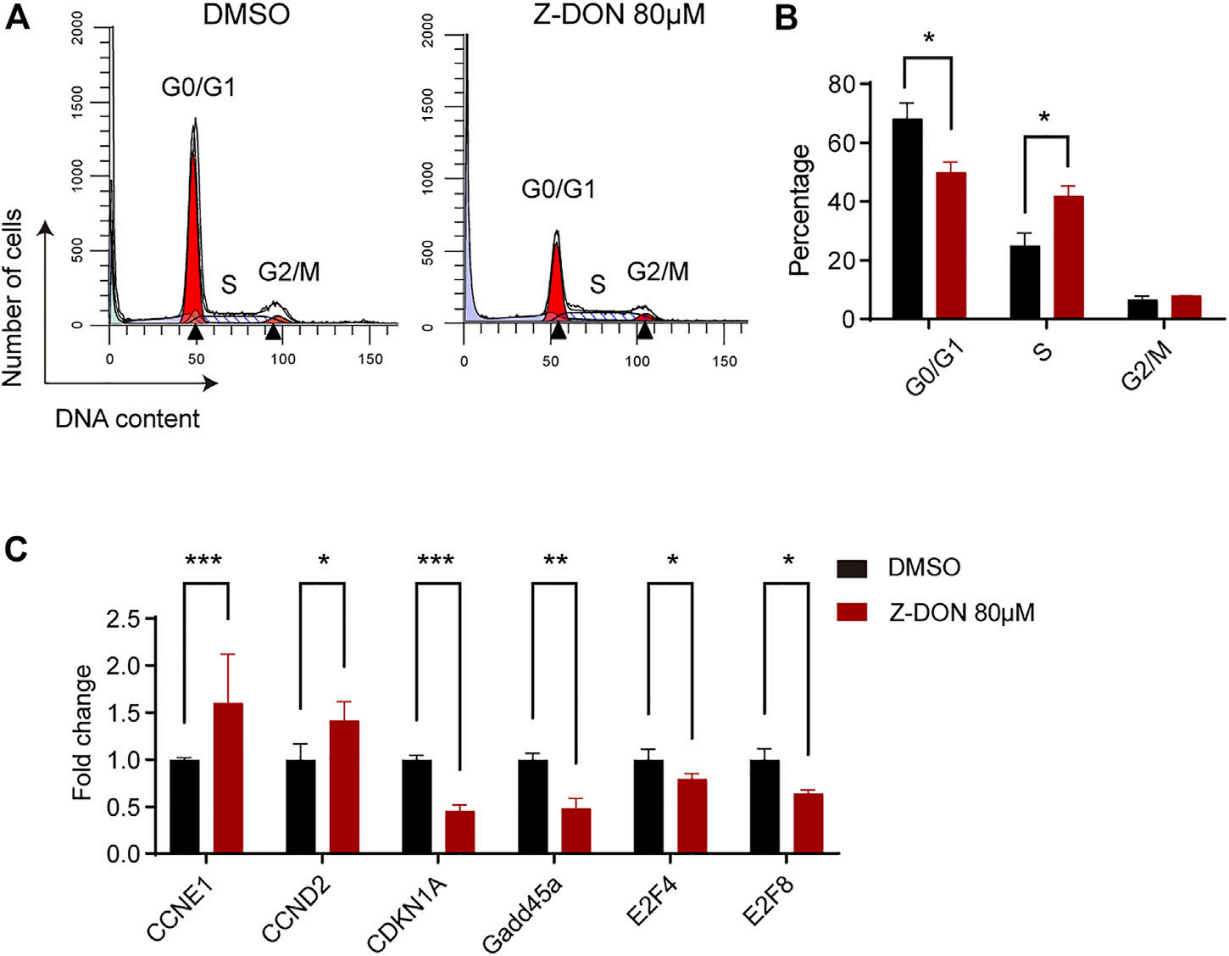
Inhibition of TGM2 cross-linking activity leads to dysregulated cell cycle progression. **(A, B)** Flow cytometry analysis **(A)** and quantification **(B)** of cells in G0/G1, S and G2/M phases in the DMSO and Z-DON group (n = 3). Black triangles in **(A)** mark mean DNA content of cells in G0/G1 and G2/M phase. Data indicate means with bar as SD. ^∗^, *p* < 0.05, *t*-test. **(C)** RT-PCR showing expression levels of indicated cell cycle related genes in the DMSO and Z-DON group (n = 4). The GAPDH was used as an internal reference gene. Result was shown as fold change normalized to DMSO group. Data indicate means with bar as SD. ^∗^, *p* < 0.05, ^∗∗^, *p* < 0.01, ^∗∗∗^, *p* < 0.001, *t*-test.

## 4 Discussion

Our study uncovered that TGM2 plays a key role in terminal erythroid differentiation through its cross-linking activity. We predicted TGM2 as a potential upstream regulator in terminal erythroid differentiation based on transcriptional data from mouse bone marrow erythroblasts, and human primary erythroid cells. Consistently, TGM2 is highly expressed in terminal erythroid differentiation. Among the multiple enzymatic activities of TGM2, we found that targeting cross-linking function specifically affects terminal differentiation and enucleation of mouse fetal liver derived erythroid cells, especially by the irreversible inhibitor Z-DON. The cells were arrested at Baso stage upon Z-DON inhibition, accompanied by dysregulated erythroid genes expression and cell cycle progression. The study implied TGM2 and its cross-linking activity as the potential targets for efficient terminal erythroid differentiation *in vitro* and for etiology research of anemic diseases.

Early studies using K562 cells established a link between TGM2 and erythroid differentiation (Kang et al., 2004; Ha et al., 2017). However, K562 (Klein et al., 1976), as well as HUDEP2 (Kurita et al., 2013)and MEL (Scher et al., 1977) models may not be appropriate for studies on terminal erythroid differentiation, as their differentiation is arrested at early erythroblast stage, and show low efficiency of enucleation. Therefore, we employed the terminal erythroid differentiation system derived from mouse fetal liver, which reached 40% enucleation rate. TGM2 expression was significantly elevated in this system, suggesting it is a suitable model to study the function of TGM2 during terminal erythroid differentiation. Using the system, we showed that TGM2 played an important role in promoting terminal erythroid differentiation, consistent with the results from K562 (Kang et al., 2004). Moreover, inhibition of TGM2 activity mainly blocked the differentiation from Baso to Poly and Ortho, and impaired erythroid enucleation. A weaker effect to earlier erythroid differentiation was also observed, implying multiple functions of Z-DON at different stages of erythroid differentiation. Additionally, TGM2 is also expressed at MEP stage (Figure 1D), further investigation will be needed for a more comprehensive understanding to the erythroid function of TGM2.

Both cross-linking enzyme inhibitors Z-DON and GK921 significantly suppressed terminal erythroid differentiation, but GTPase inhibitor LDN27219 (Schuppan et al., 2021) had no effect, suggesting the necessity of TGM2 cross-linking activity for the process. Consistently, effect of the irreversible inhibitor Z-DON was stronger than that of GK921, which binds to TGM2 reversibly (Katt et al., 2018). The cross-linking activity of TGM2 leads to intra/inter-molecular isopeptide bond, deamidation, as well as multiple types of protein modifications, which are found important for increasingly more pathophysiologic events (Farrelly et al., 2019; Wang et al., 2022; Zheng et al., 2023). We showed that the expression of HBB, as well as the central erythroid transcriptional regulators GATA1 and KLF1 were downregulated in the Z-DON group. Caspase-mediated degradation of GATA1 also arrested erythroid differentiation at the Baso stage (Lefèvre et al., 2017). KLF1 is critical for late stage maturation and enucleation of erythroblasts (Gnanapragasam et al., 2016). TGM2 cross-links caspase 3, transamidates and protects retinoblastoma tumor suppressor protein (Rb) (Yamaguchi et al., 2006; Mishra et al., 2007), another regulator of terminal erythroid differentiation. The exact substrates of TGM2 cross-linking activity and the downstream signaling pathways in terminal erythroid differentiation still pending identification.

We showed here that Z-DON treatment resulted in disturbed cell cycle progression. The decreased G0/G1-to S-phase proportion, downregulated Cdkn1a, Gadd45a, plus upregulated Ccne1 and Ccnd2 genes likely suggested enhanced G1/S transition with Z-DON treatment, or may represent a consequence of differentiation arrest at Baso stage. E2F family factors E2F4 and E2F8 expression are normally more enriched in Baso than in later stages, their downregulation in the Z-DON group may therefore be upstream to the differentiation arrest. 

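The same genes were compared between Baso and the later stages in the bone marrow libraries. E2f4 had an FPKM of 193 ± 3.91 in Poly and 73.7 ± 7.28 in Ortho (SD, n = 3). Its log2 fold change compared with Baso was -0.28 in Poly (standard error 0.08, limma adjusted p = 0.0412) and -1.66 in Ortho (standard error 0.08, limma adjusted p = 2.68e-08). The Poly value kept its sign but was no longer past the threshold in 6 of the 12 fits that each left out a library. The same held with hemoglobin genes left out (-0.25), without the filter on FPKM and without the variance trend. With the replicate number as a block in a model of Baso, Poly and Ortho, chosen after the data were seen, it was past the threshold (limma, adjusted p = 0.0162). The 3 pairs gave -0.23, -0.26 and -0.35. E2f8 had its highest mean in Poly, at 131 ± 6.32, and fell to 38.7 ± 1.28 in Ortho. The difference of Poly from Baso was not past the threshold (log2 fold change 0.19, standard error 0.10, limma adjusted p = 0.221). With the same replicate block it was not past the threshold either (limma, adjusted p = 0.0669). The 3 pairs were each higher in Poly, by 0.28, 0.26 and 0.04. E2f8 in Ortho was lower than in Baso (log2 fold change -1.54, standard error 0.10, limma adjusted p = 2.86e-07).

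**Figure D3:**
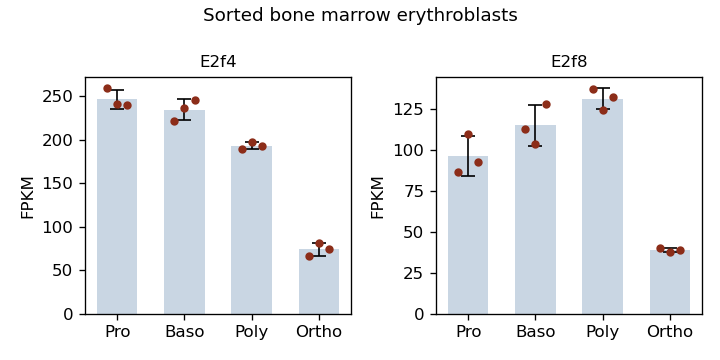
FPKM (vertical axes) of E2f4 and E2f8 in sorted bone marrow erythroblasts of each stage (horizontal axes). Bars show the mean of 3 libraries, error bars the SD and points single libraries. The Ortho libraries lie below those of the other stages, with means of 73.7 for E2f4 and 38.7 for E2f8.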

E2F4 is the major repressor of E2F family. While majority studies focused on the cell cycle exit function of E2F4, it was shown to promote cell proliferation in fetal liver erythropoiesis and in mouse embryonic stem cells (Kinross et al., 2006; Hsu et al., 2019). Particularly, the Baso stage arrest of Z-DON-treated cells observed here phenocopies the macrocytic anemia associated with E2F4 knockout mice (Kinross et al., 2006). The atypical repressor E2F8 is also involved in S-G2/M transition and polyploidization formation (Pandit et al., 2012). Atypical E2Fe in plant was reported to protect mitotic cyclins from degradation (Lammens et al., 2008). Those together with the observation of elongated late S-phase and increased DNA content in both G2/M and G0/G1 cells, implying arrested S-G2/M (and then G0/G1) progression rather than enhanced G1/S phase transition after Z-DON treatment. Further RNA sequencing of Z-DON treated erythroblasts and protein level examination to the expression changes of cell cycle-related factors will provide more insight to the pathways underlying erythroid function of TGM2. Together, our study suggested that TGM2 facilitates terminal erythroid differentiation, primarily at Baso stage. The function depends on its cross-linking activity, and involves dysregulated cell cycle progression.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO under GSE229589.

# Supplementary material for: Transglutaminase 2 regulates terminal erythroid differentiation via cross-linking activity
**Source:** Front Cell Dev Biol. 2023 Apr 24;11:1183176. doi: 10.3389/fcell.2023.1183176
**Supplement:** Supplementary file 7

Supplementary Material

Transglutaminase 2 regulates terminal erythroid differentiation via cross-linking activity

Yingying Zhang^1^, Lifang Shi^1,2^, Ke Yang^1^, Xuehui Liu^1*^, Xiang Lv^1*^

# Supplementary Figures and Tables

## Supplementary Figures

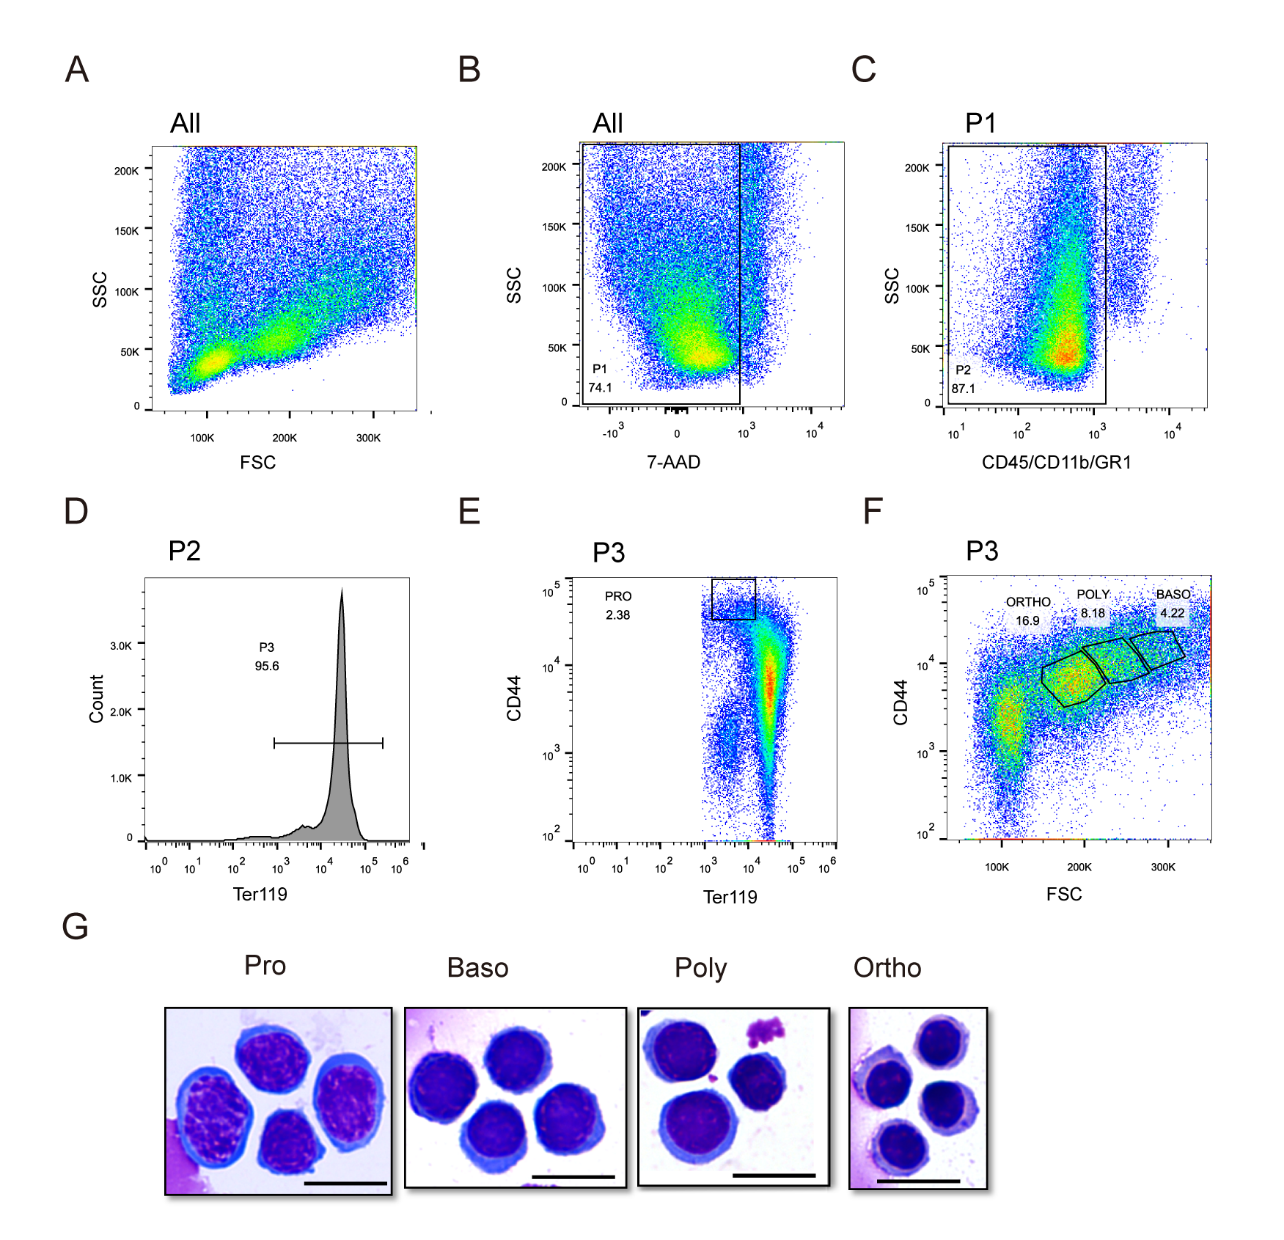

**Supplementary Figure S1.** **Flow cytometric analysis and isolation of mouse bone marrow erythroblasts of different maturation stages.** (**A**) Plot of FSC versus SSC of all the cells. (**B**) Plot of 7-AAD versus SSC of all the cells. The live cells (P1) were gated as 7-AAD negative cells. (**C**) Plot of CD45/CD11b/GR1 versus SSC within the P1 population. P2 were gated as CD45^-^CD11b^-^GR1^-^ cells (**D**) Histogram of Ter119 within the P2 population. P3 were gated as Ter119 positive cells. (**E**) Plot of CD44 versus Ter119 within the P3 cells. CD44^hi^Ter119^low^ cells were gated as P4 which is Pro cells. (**F**) Plot of CD44 versus FSC within P3 cells. P7, Baso cells. P6, Poly cells. P5, Ortho cells. (**G**) May-Grunwald Giemsa (MGG) stain of Pro, Baso, Poly and Ortho cells.

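The sorted populations were also examined for transcripts of the antigens used in sorting. Ptprc, which encodes CD45 and lies on chromosome 1 of mm10 from 138062861 to 138175708, had an FPKM of 26.9 ± 3.34 in Pro, 37.7 ± 5.23 in Baso, 52.9 ± 3.33 in Poly and 57.5 ± 6.7 in Ortho (SD, n = 3). Compared with Pro, its log2 fold change was 0.47 in Baso, 0.96 in Poly and 1.07 in Ortho (limma, adjusted p = 0.00624, 3.78e-05 and 9.07e-06). Itgam and Ly6g, which encode CD11b and a GR1 antigen, are outside the rule by which genes were named and were singled out after their values were seen. Itgam had an FPKM of 19.97 ± 6.99, 22.02 ± 7.62, 39.1 ± 13.9 and 37.2 ± 15.4 in the 4 stages. Its log2 fold change compared with Pro was 0.14 in Baso (limma, adjusted p = 0.76), 0.93 in Poly (limma, adjusted p = 0.0386) and 0.84 in Ortho (limma, adjusted p = 0.0508). The Baso value changed sign without Pro replicate 1 (-0.07), without Baso replicate 1 (-0.12) and with each library rescaled to the same sum (-0.04), and the value in Poly was no longer past the threshold in 4 of the 12 fits that each left out a library, with each library rescaled to the same sum (0.76) and without the filter on FPKM. The Ortho value was past the threshold in 5 of those fits and with hemoglobin genes left out (1.34). Ly6g had an FPKM of 21.4 ± 0.721, 35.5 ± 2.9, 48.3 ± 5.57 and 45.2 ± 4.22, with log2 fold changes of 0.70, 1.13 and 1.04 compared with Pro (limma, adjusted p = 0.000126, 2.56e-06 and 2.23e-06). Cd44 had an FPKM of 32.9 ± 6.35, 34.4 ± 2.54, 46.6 ± 4.17 and 54.9 ± 8.74. Its log2 fold changes were 0.08, 0.50 and 0.72 (limma, adjusted p = 0.658, 0.00772 and 0.000544), and the Baso value changed sign without Pro replicate 2 (-0.01) and with each library rescaled to the same sum (-0.10), and was past the threshold with hemoglobin genes left out (0.39). With each library rescaled to the same sum, Ptprc in Baso (0.30) and Cd44 in Poly (0.33) were not past the threshold. These are transcripts in sorted populations, and the surface antigens on single cells were not analysed here.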

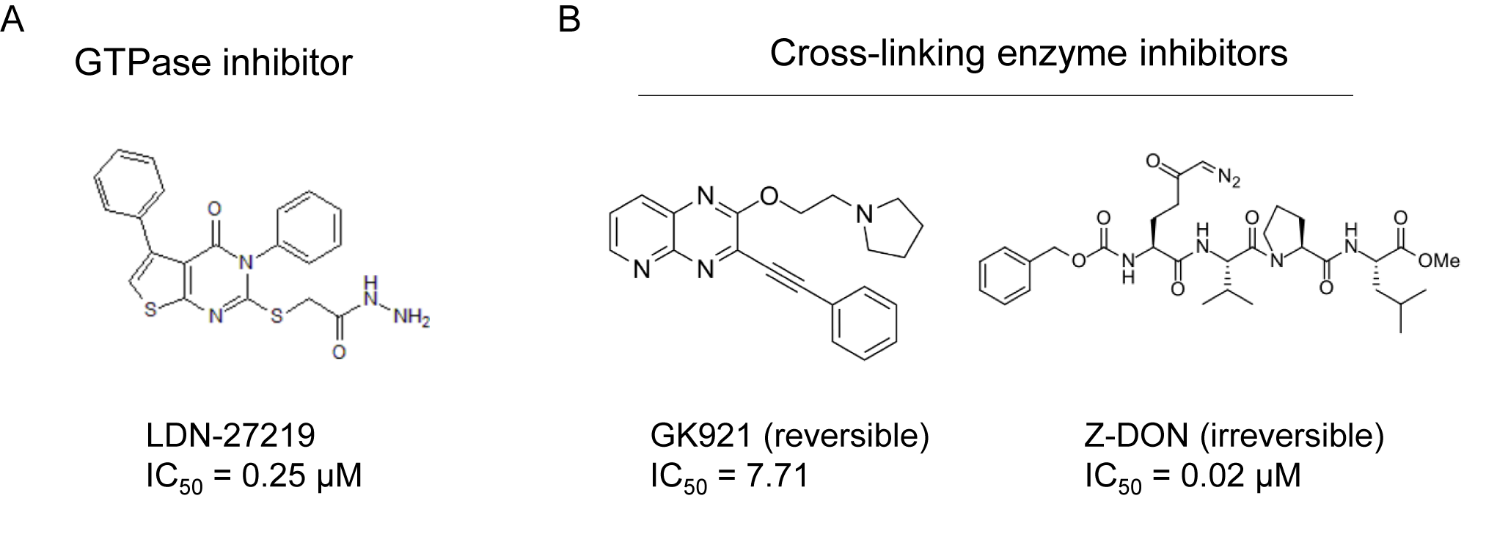

**Supplementary Figure S2.** **Structure formula of GTPase inhibitor and cross-linking enzyme inhibitors of TGM2 used in this study.**

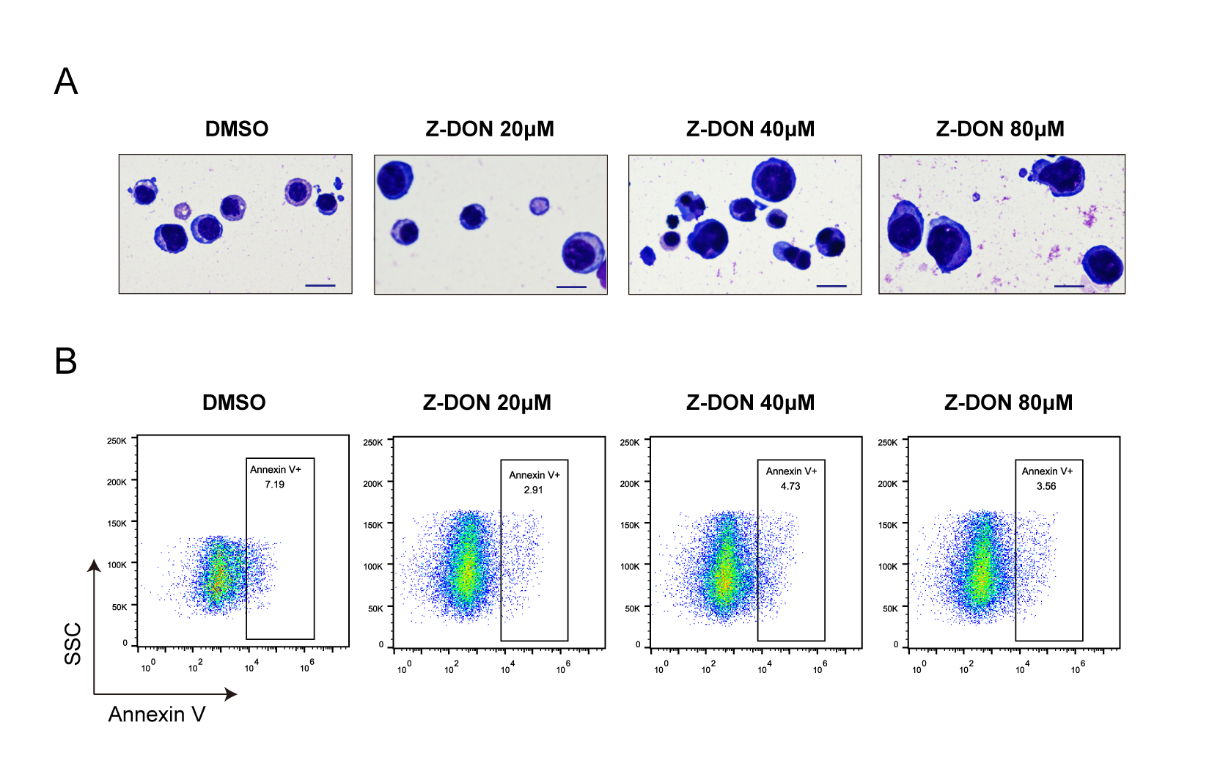

**Supplementary Figure S3. Z-DON arrests terminal erythroid differentiation of mouse fetal liver cells at the Baso stage and not induces cell apoptosis.** (A) May-Grunwald Giemsa (MGG) staining of cells differentiated for 4 days in the DMSO or in different concentrations of Z-DON. Photos were taken with a 63x objective of Zeiss brightfield microscope. Scale bar, 10 µm. (B) Flow cytometry analysis showing no effect of TGM2 inhibitor Z-DON on cell apoptosis of *in vitro* erythroid differentiated mouse fetal liver cells.

## Supplementary tables

**Supplementary Table S1. Real Time PCR primers.**

| **Genes** | **Primer sequences** | |
| --- | --- | --- |
|  | Forward (5’-3’） | Reverse (5’-3’） |
| Tgm2 | CGCAACAGGGCTTCATCTAC | CCCGACTACGGTTCTTCAGGA |
| Hbb | CCAGCCTCAGTGAGCTCCACT | GGCCCAGCACAATCACGAT |
| Ccne1 | GAAAAGCGAGGATAGCAGTCAG | CCCAATTCAAGACGGGAAGTG |
| Ccnd2 | TCCCGCAGTGTTCCTATTTC | CCAAGAAACGGTCCAGGTAA |
| Cdkn1a | CAGATCCACAGCGATATCCA | AGACAACGGCACACTTTGCT |
| Gadd45a | AGACCGAAAGGATGGACACG | GTACACGCCGACCGTAATG |
| Gata1 | CTTGGGATCACCCTGAACTC | AGGGCAGAATCCACAAACTG |
| Gata2 | CCTCCAGCTTCACCCCTAAG | ACAGGCATTGCACAGGTAGT |
| Klf1 | GCGGGAAGAGCTACACCAAG | GAGCGAACCTCCAGTCACAG |
| E2f4 | AGATCGCTGACAAGCTGATTG | CAAGGAGGGTATCTCCAGCA |
| E2f8 | ACCCTGCTGTGAATAACGACA | CTCTTCCCCGACACTCTTCAG |
| GAPDH | AGGTTGTCTCCTGCGACTTCA | CCAGGAAATGAGCTTGACAAA |

**Supplementary Table S2. Top 20 upstream regulators of terminal erythroid differentiation predicted between ortho and pro from mouse bone marrow via IPA analysis.**

| **Upstream Regulator** | **Molecule Type** | **Activation z-score** | **p-value of overlap** |
| --- | --- | --- | --- |
| TGM2 | enzyme | 6.132 | 3.79E-10 |
| IFNG | cytokine | 5.747 | 2.77E-16 |
| mir-223 | microRNA | 4.849 | 1.03E-20 |
| STAT1 | transcription regulator | 4.631 | 3.38E-10 |
| TNF | cytokine | 4.442 | 2.73E-18 |
| TLR9 | transmembrane receptor | 4.427 | 0.000000034 |
| IRF3 | transcription regulator | 4.412 | 1.39E-09 |
| TICAM1 | other | 4.011 | 0.00000333 |
| SPI1 | transcription regulator | 3.986 | 2.13E-10 |
| UCHL1 | peptidase | 3.9 | 7.81E-09 |
| HDAC2 | transcription regulator | 3.86 | 0.00000155 |
| TLR3 | transmembrane receptor | 3.843 | 0.000165 |
| SPIB | transcription regulator | 3.841 | 3.28E-10 |
| SMARCA4 | transcription regulator | 3.823 | 4.27E-13 |
| MYD88 | other | 3.675 | 0.000000544 |
| TLR7 | transmembrane receptor | 3.625 | 0.00245 |
| FOXO1 | transcription regulator | 3.535 | 0.000000299 |
| CD40LG | cytokine | 3.529 | 0.00105 |
| IL5 | cytokine | 3.508 | 0.000000735 |
| IFNAR1 | transmembrane receptor | 3.486 | 0.00000847 |

**Supplementary Table S3. The RNA expression (fpkm) of key erythroid transcriptional factors and cell cycle regulators (related to Fig. 4G and 5C) in mouse bone marrow erythroblasts of different maturation stages.**

| gene | pro_1 | pro_2 | pro_3 | baso_1 | baso_2 | baso_3 | poly_1 | poly_2 | poly_3 | ortho_1 | ortho_2 | ortho_3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gata1 | 142.227 | 122.046 | 127.244 | 116.799 | 132.415 | 135.293 | 97.070 | 101.416 | 101.862 | 27.851 | 31.861 | 33.129 |
| Gata2 | 14.588 | 13.467 | 10.891 | 19.600 | 23.168 | 17.805 | 23.306 | 39.909 | 23.587 | 31.632 | 28.554 | 22.124 |
| Klf11 | 22.121 | 21.244 | 18.666 | 23.584 | 17.440 | 17.188 | 27.140 | 15.543 | 16.848 | 10.458 | 5.868 | 6.237 |
| E2f4 | 258.684 | 240.375 | 239.632 | 221.357 | 236.311 | 245.731 | 189.002 | 196.783 | 192.247 | 66.166 | 80.700 | 74.128 |
| E2f8 | 86.336 | 109.737 | 92.400 | 112.891 | 103.580 | 128.044 | 136.857 | 124.315 | 131.912 | 39.799 | 37.265 | 38.892 |
| Ccnd2 | 6.159 | 4.800 | 5.609 | 5.983 | 8.659 | 5.073 | 6.821 | 7.707 | 6.994 | 8.193 | 9.064 | 8.322 |
| Ccne1 | 138.137 | 129.882 | 125.791 | 56.422 | 69.497 | 73.765 | 56.415 | 52.447 | 61.084 | 14.483 | 15.484 | 16.257 |
| Cdkn1a | 4.923 | 6.646 | 6.960 | 11.608 | 7.821 | 5.610 | 13.499 | 9.915 | 5.467 | 15.268 | 10.828 | 7.332 |
| Gadd45a | 81.248 | 76.405 | 66.694 | 105.151 | 129.464 | 111.603 | 121.592 | 97.942 | 84.313 | 275.559 | 242.828 | 245.776 |

How the deposited data were processed for this re-analysis (not part of the article)

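Gene expression was measured by RNA sequencing of Pro, Baso, Poly and Ortho cells sorted from mouse bone marrow, with 3 libraries for each of the 4 stages. Libraries were assigned to stages and replicate numbers from the sample labels, and Supplementary Table S3 lists the same 12 columns. Of the Ortho libraries, replicates 2 and 3 carry only a general erythroblast label as their cell type and were assigned to Ortho by their titles and by Supplementary Table S3.

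The authors trimmed the reads with Cutadapt and a quality trimmer, aligned them to the mouse mm10 genome with Hisat2, counted them with FeatureCounts and deposited one FPKM value per gene and library. The paper's text does not name the tool that calculated the FPKM, the annotation release or the tool versions. The deposited table held 29839 lines and 29838 genes after 1 repeated identifier was removed. In 21 cases the gene symbol had been turned into a date, and 48 symbols were given to more than 1 identifier, so genes were matched by their Ensembl identifiers. Of the identifiers, 29750 were found in GENCODE M21, which was used for positions, exon numbers, transcript length and GC content on mm10. All value columns were assigned to a library.

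FPKM values are not counts. In 745 genes with values under 0.03, the log2 ratios between libraries did not pile up in steps (7.79% lay in the most common bin of width 0.1), so that whole fragments and the depth of the libraries could not be recovered, and no counting error is given. The precision of each value is given by the spread between the 3 libraries of a stage. FPKM is relative to the other transcripts of a library, so a rise in hemoglobin transcripts lowers the values of all other genes. The libraries were used as deposited for the results, and were rescaled in alternatives.

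Genes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a pseudocount of 1, a trend of the variance on expression and all 12 libraries in one model. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 12994 in all. The comparisons were Baso, Poly and Ortho with Pro, and for named genes also Poly and Ortho with Baso. P-values were two-sided and adjusted by the Benjamini-Hochberg method, and a call needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The authors used DESeq2 on counts, which was not repeated on FPKM. For 38 genes named in the paper, an exact permutation test of the differences between stages was run over all 15400 divisions of the libraries, which cannot give a p below 6.49e-05. Of these genes, 28 had an adjusted p under 0.05, and 1 was at the smallest p possible. The limma model was tested on 1 simulated data set for the same 12994 genes, in which it recovered 91.5% of 200 changed genes and called 1 unchanged gene. The simulated noise was normal and independent between genes and libraries, which that of the real libraries is not. These figures therefore check the working of the model and give no error rate for the data.

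Lists of marker genes for neutrophils, macrophages, B cells, T and NK cells, megakaryocytes and platelets, interferon-stimulated genes, early and late erythroid genes, the cell cycle, the sorting gate and hemoglobin were tested with limma's camera at a preset correlation between genes of 0.01, with fry and an estimated correlation as alternatives. The 11 lists and 3 comparisons with Pro made 33 tests, which were adjusted together. Random lists were drawn 10000 times with genes matched on mean expression. Figures were drawn and annotation was read with Python 3.11.15.

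The mapping of the libraries, the tests, the marker lists, the alternatives and the rule for naming genes were set before the data were examined. The rule covered every gene the paper names, the 5 genes with the largest increase and the 5 with the largest decrease in each comparison with Pro (among calls with separated libraries and a mean FPKM of at least 10 in either stage), hemoglobin genes and the 3 most abundant genes of each marker list. The alternatives were a pseudocount of 0.1 or 5, no filter on low values, a mean FPKM of at least 5, rescaling all libraries to the same sum with or without hemoglobin genes, centring each library on its median, a model without the variance trend, models with only the 2 stages compared, the replicate number as a block, the adjusted p as the only criterion, and leaving out each library in turn. A model of only Baso, Poly and Ortho with the replicate number as a block was added after the data were seen.

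Whether libraries with the same replicate number deviate together was checked from the correlation of their deviations from the stage means. It was 0.182 to 0.238 between Baso and Poly, 0.156 to 0.264 between Baso and Ortho and 0.156 to 0.319 between Poly and Ortho, so the numbers pair these stages, on the values alone. The source of the pairing is not stated in the labels. Between Pro and the other stages the correlations lay between 0.00524 and 0.0968. IPA z-scores, the human erythroblast data, the data of other hematopoietic cells, RT-PCR, blots and flow cytometry were not analysed here.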

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

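The paper does not report on transcripts of other cell types in the sorted populations. The neutrophil, macrophage, B cell and T and NK cell lists were higher in Ortho than in Pro, while the median of all genes tested moved to -0.42. The megakaryocyte and platelet list was lower, with a median of -0.96 and 2 of its 11 tested genes higher. The tests of the hemoglobin share, of the range between lists and of single transcripts of macrophages and T cells were chosen only after the results were seen.

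The median log2 fold change of the neutrophil list in Ortho compared with Pro was 0.97, and 19 of its 19 genes were higher, 9 of them calls. S100a9, the most abundant, had a mean FPKM of 2633 in Pro and 6101 in Ortho, S100a8 1850 and 4005, and Ngp 1247 and 2302. The list accounted for 1.98% ± 0.146 of the FPKM outside hemoglobin genes in Pro, 4.06% ± 0.368 in Baso, 5.48% ± 0.448 in Poly and 5.61% ± 0.499 in Ortho (SD, n = 3). The median was 0.60 in Baso and 1.08 in Poly. The evidence from the list tests is limited. The preset correlation gave an adjusted p of 3.28e-09 (limma's camera) and fry gave 1.52e-05. With the correlation estimated from the data, however, no list passed the threshold in any comparison. Of the 10 splits of the 6 Pro and Ortho libraries, 3 gave 9 lists past the preset threshold, the real split among them. The other splits mix the stages unevenly and keep part of their difference, so this count does not measure chance. The pattern therefore rests on the size and common direction of the changes.

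Several explanations of the neutrophil list were tested. A larger share of hemoglobin transcripts would lower all other genes of a library alike, but the median of the list lay 1.40 above that of all genes, beyond all 10000 random lists (gene permutation, p = 0.0001, the smallest possible). After correction for GC content and transcript length it was 1.34 relative to the trend, above all 10000 random lists (gene permutation, p = 0.0001, the smallest possible). A lower share of erythroid RNA would raise all other cell types alike, but the medians of the 5 lists of other cell types spanned 1.99 (p = 0.0131, permutation of genes between lists). This rests on the megakaryocyte and platelet list, without which the range was 0.466 (p = 0.132, same permutation). RNA of other cells in varying amounts predicts that the genes of the list deviate together within stages, and their mean correlation was 0.316 (p = 0.0002 against random lists). Gene permutation takes genes as independent, so its p-values here and for the lists below may be too small. Cells of several lineages left in the populations would make the neutrophil and B cell lists deviate together, but the correlation of their means over the 12 libraries was -0.318 (one-sided exact permutation test within stages, p = 0.873), with a Spearman rho of -0.287 (p = 0.862) and an r of -0.328 without the 2 libraries farthest from the median. That prediction was not met. With 12 libraries, amounts of each cell type that vary independently cannot be told apart from the absence of such cells. RNA from neutrophil-lineage cells may contribute to the list, but so may expression of these genes by the erythroblasts themselves or a change in what the sorting gate admits, which were not tested.

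The B cell list had a median of 1.03, with 11 of 11 genes higher. Cd79b had a mean FPKM of 18.2 in Pro and 48.0 in Ortho, and Vpreb3 20.9 and 51.2. The macrophage list had a median of 0.88 over the 5 of its 14 genes that were tested, with Cd68 at 12.3 and 29.1 and Csf1r at 11.7 and 26.4. The T and NK cell list had a median of 0.56 over 5 of 12 genes, with Nkg7 at 23.6 and 35.1. Nkg7 was no longer past the threshold with each library rescaled to the same sum (log2 fold change 0.20). The few genes tested limit both of the latter lists, and without the filter on FPKM the median of the macrophage list was 0.21 and that of the T and NK cell list 0.40. The medians of the B cell and macrophage lists lay 1.45 (gene permutation, p = 0.0001, the smallest possible) and 1.30 (p = 0.0049, same permutation) above that of all genes, which a larger hemoglobin share would not produce. That of the T and NK cell list lay 0.99 above it, within the range of random lists (two-sided). The one-sided gene permutation p was 0.0457, so with 5 genes this test did not decide. A larger hemoglobin share would lower this list, but 4 of its 5 genes were higher in Ortho. With hemoglobin genes left out its median was 1.15, which argues against a larger hemoglobin share as the source of its rise. After correction for GC content and length the medians are relative to the trend of all genes. Those of the B cell, macrophage and T and NK cell lists were 1.38 (p = 0.0001, the smallest possible), 1.29 (p = 0.0034) and 1.04 (p = 0.0195), by gene permutation. They lay near the uncorrected distances from all genes (1.45, 1.30 and 0.99), so GC content and length do not explain the rises of these lists. Within stages their genes deviated together, with mean correlations of 0.625, 0.403 and 0.457 (p = 0.0001, 0.0043 and 0.0007 against random lists, the first the smallest possible). Outside the list, 4 of the 5 largest increases in Poly compared with Pro were those of immunoglobulin V genes. The second largest in Baso was also that of a V gene, and these ranks depend on the pseudocount. RNA of B-lineage cells in varying amounts may account for the pattern of the B cell list, and regulation shared by its genes was not excluded.

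Macrophages and T cells would bring all of their abundant transcripts. The genes C1qa, C1qb, C1qc, Cd3d, Cd3e, Cd3g and Trac are on the lists, lie outside the rule for naming genes and were picked after their values were seen. The highest FPKM of the 3 C1q genes in any Ortho library was 0.685, over 10 times below the lowest of Cd68 (26.9), which argues against macrophages as the source of the macrophage list. The highest FPKM of Cd3d, Cd3e, Cd3g and Trac in any Ortho library was 0.498, over 10 times below the lowest of Nkg7 (31.6), which argues against T cells as the source of the T and NK cell list. Other cells that lack these transcripts and expression by the erythroblasts stay open, and were not tested.

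The interferon-stimulated list had a median of 0.74, with 18 of 22 genes higher. Rsad2 had a mean FPKM of 19.8 in Pro and 330 in Ortho, and Isg15 29.0 and 235. The median lay 1.17 above that of all genes (gene permutation, p = 0.0001, the smallest possible), which a larger hemoglobin share would not produce. After correction for GC content and length the median was 1.04 relative to the trend of all genes (gene permutation, p = 0.0001, the smallest possible). Without the replicate 1 libraries the median log2 fold change of the list was 0.62. Neither of these explains the rise of the list. The mean correlation within stages was 0.637 (p = 0.0001, the smallest possible). This list marks no cell type and passed the same test as the lists of cell types, so the test does not separate RNA of other cells from genes regulated together. A response to interferon within the erythroblasts may be a biological explanation and was not tested.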

How the results depend on the processing

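Tgm2 kept its direction and its side of the adjusted p threshold in Poly (-1.02 to -0.50) and in Ortho (-3.23 to -1.99) compared with Pro under the alternatives that kept all libraries. In Baso it was -0.31 and past the threshold with each library rescaled to the same sum, and reversed to 0.17 with hemoglobin genes left out and to 0.16 with median centring. The scaling itself shifts all genes, with a median in Baso compared with Pro of -0.23 as deposited, -0.41 rescaled to the same sum, 0.03 with hemoglobin genes left out and 0.07 with median centring, which accounts for the reversal.

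With the adjusted p as the only criterion there were 7405 calls in Baso, 8586 in Poly and 9857 in Ortho, because the fold change criterion was dropped. With a pseudocount of 5, which shrinks the fold changes of low genes, there were 598, 1069 and 2088. Baso had 2304 calls with each library rescaled to the same sum, 213 higher and 2091 lower, against 237 and 1110 as deposited. The shift of all genes accounts for most of the added lower calls, since adding the shift of the median alone (-0.18) to the fold changes as deposited gave 1884 lower calls. Across the 12 fits that each left out a library, the calls numbered 1144 to 1630 in Baso, 2045 to 2483 in Poly and 3772 to 4219 in Ortho. The share of calls that were higher is given with the calls under each scaling.

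Of 108 comparisons of named genes, 72 kept their direction and side of the threshold under every alternative. Over all alternatives, 33 values reversed, 68 lost the threshold and 31 passed it. With each library rescaled to the same sum, Myd88 in Ortho (-0.32), Klf1 in Baso (-0.0918), Tfrc in Ortho (-0.35), Itgam in Baso (-0.0353) and Cd44 in Baso (-0.10) reversed compared with Pro. With hemoglobin genes left out and with median centring, respectively, Ticam1 in Ortho (0.43 and 0.38), Smarca4 in Ortho (0.24 and 0.15), Gata1 in Baso (0.29 and 0.27), Klf11 in Baso (0.21 and 0.20) and E2f4 in Baso (0.25 and 0.23) reversed compared with Pro. Of these, Myd88 and Tfrc rescaled to the same sum, Smarca4 with hemoglobin genes left out, and Ticam1, Gata1 and E2f4 in both of the latter settings were past the threshold in the new direction. Klf11 in Poly compared with Baso reversed with median centring (-0.0449). Without the filter Hbb-bs kept its fold changes but was not past the threshold in Baso or in Ortho, and the cause was not tested.

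Leaving out a library reversed values near 0. Across the 12 fits, Gata1 in Baso compared with Pro lay from -0.0723 to 0.0392, Itgam in Baso from -0.12 to 0.39, Cd44 in Baso from -0.00561 to 0.23, Tfrc in Ortho from -0.0907 to 0.11, Ticam1 in Ortho from -0.0634 to 0.0349 and Myd88 in Ortho from -0.0441 to 0.0787. Compared with Baso, Poly lay from -0.23 to 0.15 for Klf11, from -0.00841 to 0.33 for Ccnd2 and from -0.10 to 0.48 for Cdkn1a. Past the threshold with all libraries, E2f8 in Baso compared with Pro lost it in 10 of the 12 fits, E2f4 and Gata1 in Poly compared with Baso in 6 and 5, and Gata2 and Gm8225 in Baso compared with Pro in 3 each. Smarca4 in Ortho lost it in 3 fits and kept its sign (-0.31 to -0.22).

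The marker lists kept the direction of their medians under every alternative, with the neutrophil list between 0.62 and 1.48, the B cell list between 0.71 and 1.55, the interferon-stimulated list between 0.35 and 1.29, the macrophage list between 0.21 (without the filter) and 1.43 and the T and NK cell list between 0.19 (with a pseudocount of 5) and 1.15. The T and NK cell list was no longer past the threshold of limma's camera with hemoglobin genes left out, although its median was 1.15, and without Pro replicate 3, in a range of 0.45 to 0.71 across the 12 fits. The list tests in Ortho depended on the correlation between genes. With an estimated correlation the adjusted p from limma's camera was 0.127 for the neutrophil list, 0.241 for the macrophage list, 0.241 for the B cell list, 0.264 for the T and NK cell list and 0.312 for the interferon-stimulated list. With fry these lists had adjusted p values of 1.52e-05, 0.000173, 0.000344, 0.00766 and 0.00708, and with the preset correlation 3.28e-09, 0.0107, 8.32e-06, 0.0227 and 1.81e-05. The estimated correlations between genes, 0.316 to 0.637, were far above the preset 0.01.

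With the replicate number as a block, there were 1358 calls in Baso, 2146 in Poly and 3931 in Ortho, and Tgm2 in Ortho compared with Pro was -2.76. Libraries of Pro share only a number with the others (correlations of deviations 0.00524 to 0.0968). In this fit E2f8 in Baso compared with Pro was not past the threshold and Itgam in Ortho was, and no other call of a named gene changed. A replicate block in a model of only Baso, Poly and Ortho, which the numbers pair, was added after the data were seen. Klf1 in Poly (-0.22), Ccnd2 in Ortho (0.36) and Cdkn1a in Ortho (0.37) were past the threshold compared with Baso in this fit, with the same fold changes. The genes compared in it were Gata1, Klf1, Klf11, E2f4, E2f8, Ccne1, Ccnd2, Cdkn1a and Gadd45a. Their other 15 comparisons with Baso were unchanged.

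In the exact permutation test, median centring moved the adjusted p of Irf3 to 0.192, of Ccnd2 to 0.00626, of Nfe2 to 0.0437, of Ticam1 to 0.0248 and of Tlr7 to 0.0185, across the threshold of 0.05. The macrophage and the T and NK cell lists had too few genes left at a mean FPKM of at least 5, where Foxo1, Ticam1, Tlr7, Tlr9 and Uchl1 were also left out, and hemoglobin genes have no value where they were left out. The depth is unknown, which leaves the counting error of low genes such as Uchl1 and Tlr7 unknown.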

Differences from the paper's values

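Supplementary Table S3 gives FPKM values for 9 genes in the 12 libraries. Of these 108 values 0 differed from the deposited ones, and the largest difference, 0.000484, is rounding. The paper's z-scores and overlap p-values were not recomputed.

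The paper states that KLF1 is highly expressed at the Baso stage and cites Supplementary Table S3, which lists Klf11. In the deposited data Klf11 had a mean FPKM of 19.4 in Baso and 19.8 in Poly, and Klf1 340 and 292.

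The paper states that E2F4 and E2F8 are more enriched in Baso than in later stages. Compared with Baso, E2f4 was lower in Poly (-0.28) and in Ortho (-1.66) and E2f8 was lower in Ortho (-1.54). Only E2f8 in Poly was not lower, with a log2 fold change of 0.19 that was not past the threshold and kept its sign under every alternative.

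The paper relates higher Ccne1 and Ccnd2 and lower Cdkn1a and Gadd45a after Z-DON treatment to an arrest at the Baso stage. In the bone marrow stages, Ortho compared with Baso had lower Ccne1 (-2.03) and higher Gadd45a (1.14), and Cdkn1a was higher in all 3 pairs (0.37) and past the threshold only with a replicate block among Baso, Poly and Ortho, which are the directions the paper relates to the Baso stage. Ccnd2 differed in direction. Its mean was 6.57 in Baso and 8.53 in Ortho, and the log2 fold change of 0.36 was not past the threshold except with hemoglobin genes left out (0.56), with median centring (0.46), without Baso replicate 2 (0.55) and with that block.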

Other observations

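The tests of the hemoglobin share, of dilution and of macrophages for Tgm2 were chosen only after its values were seen. The paper reports higher TGM2 mRNA in Ter119-positive than in Ter119-negative fetal liver cells and higher TGM2 protein during their culture. Those are other cells than the sorted bone marrow stages, in which the Tgm2 transcript was lower in Ortho than in Pro. With hemoglobin genes left out its log2 fold change was -2.49. After correction for GC content and transcript length it lay at -2.49 relative to the trend of all genes. Neither alone explains the decrease. Dilution by RNA of other cells alone would leave at least the share of hemoglobin, which is erythroid RNA. The lowest share in an Ortho library was 47.2% of the summed FPKM, which allows a log2 fold change no lower than -1.08, while Tgm2 was at -3.23 (standard error 0.10) with each library rescaled to the same sum. Dilution combined with a larger hemoglobin share was not tested and stays open. Loss of Tgm2-expressing macrophages from the Pro population would lower macrophage transcripts, which had a median of 0.88 over the 5 tested and of 0.21 without the filter on FPKM. The highest FPKM of the C1q genes in any Pro library was 0.285. A decrease of the transcript along the stages may be biological, as a hypothesis beside that combination, since it was found and tested on the same data. The transcript gives no value for the protein, which was not analysed here.

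For Baso, Poly and Ortho compared with Pro, the real split was 1 of 10 splits of the 6 libraries with as many calls, and the next largest number of calls in another split was 1, 2 and 0. With 3 libraries against 3 the share of splits cannot fall below 0.1, so this design cannot exclude chance by splits alone.

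Genes called higher in Ortho than in Pro followed the neutrophil list within stages. Over 814 calls outside the list, the median correlation of their deviations with those of the list was 0.178, against 0.033 for genes matched on expression (p = 0.0001, the smallest possible). Of the higher calls 22.9%, and of the lower calls 6.21%, had a correlation over 0.5. RNA from neutrophil-lineage cells may contribute to part of the genes called higher. The test was run across genes, which are not independent, and regulation shared with the list was not excluded.

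The remaining lists were compared between Ortho and Pro as well. The late erythroid list had a median log2 fold change of 1.55, the hemoglobin list 2.77 and the sorting gate list 0.95. The cell cycle list had a median of -1.94, with 17 of its 19 genes called lower, the early erythroid list -0.61 and the megakaryocyte and platelet list -0.96. Pf4, of the last list, had a mean FPKM of 28.3 in Pro and 7.23 in Ortho. Ly6g is on both the neutrophil and the sorting gate list, and the globin genes are on both the late erythroid and the hemoglobin list.

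Gata2, whose transcript the paper reports as roughly unchanged after Z-DON treatment of fetal liver cells, had an FPKM of 13.0 ± 1.9 in Pro, 20.2 ± 2.73 in Baso, 28.9 ± 9.51 in Poly and 27.4 ± 4.85 in Ortho (SD, n = 3). Its log2 fold change compared with Pro was 0.60, 1.06 and 1.02 (limma, adjusted p = 0.025, 0.000726 and 0.000727). The Baso value was no longer past the threshold with each library rescaled to the same sum (0.44), without the filter on FPKM and in 3 of the 12 fits that each left out a library.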
